# Charting DENR-dependent translation reinitiation uncovers predictive uORF features and links to circadian timekeeping via *Clock*

**DOI:** 10.1093/nar/gkz261

**Published:** 2019-04-15

**Authors:** Violeta Castelo-Szekely, Mara De Matos, Marina Tusup, Steve Pascolo, Jernej Ule, David Gatfield

## Abstract

The non-canonical initiation factor DENR promotes translation reinitiation on mRNAs harbouring upstream open reading frames (uORFs). Moreover, DENR depletion shortens circadian period in mouse fibroblasts, suggesting involvement of uORF usage and reinitiation in clock regulation. To identify DENR-regulated translation events transcriptome-wide and, in particular, specific core clock transcripts affected by this mechanism, we have used ribosome profiling in DENR-deficient NIH3T3 cells. We uncovered 240 transcripts with altered translation rate, and used linear regression analysis to extract 5′ UTR features predictive of DENR dependence. Among core clock genes, we identified *Clock* as a DENR target. Using *Clock* 5′ UTR mutants, we mapped the specific uORF through which DENR acts to regulate CLOCK protein biosynthesis. Notably, these experiments revealed an alternative downstream start codon, likely representing the *bona fide* CLOCK N-terminus. Our findings provide insights into uORF-mediated translational regulation that can regulate the mammalian circadian clock and gene expression at large.

## INTRODUCTION

Initiation is considered the rate-limiting step for eukaryotic translation (1) and can be regulated by multiple mechanisms including through upstream open reading frames (uORFs), which are short translated sequences defined by a start codon within the 5′ untranslated region (5′ UTR) of the transcript and an in-frame stop codon. Canonical translation initiation involves association of the small ribosomal subunit with an mRNA’s 5′ cap structure and scanning of the 5′ UTR until a start codon is recognized. In cases when this translation event is on a uORF, the ribosome can resume scanning after termination, allowing reinitiation at the downstream protein coding sequence (CDS). Alternatively, a scanning ribosome might skip certain uORFs, in a process known as leaky scanning. Translation reinitiation and leaky scanning are poorly understood mechanisms that may involve canonical and non-canonical initiation factors and that are likely regulated by specific features of the uORF and within the transcript (reviewed in (2,3)).

Density-regulated protein (DENR) and Malignant T-cell amplified sequence 1 (MCTS1) form a heterodimeric non-canonical initiation factor that has been described to bind to the small ribosomal subunit and to promote the eIF2-independent recruitment of the initiator tRNA to viral mRNAs, as well as to participate in the recycling of post-termination 40S subunits (4,5). In *Drosophila*, DENR-MCTS1 was identified as a reinitiation factor required for efficient CDS translation on transcripts containing short and strong uORFs (6). Furthermore, based on reporter assays with synthetic constructs containing uORFs of varying lengths and Kozak strengths, endogenous DENR targets have recently been predicted in human cells (7). However, an unbiased identification of DENR targets *in vivo* and a transcriptome-wide quantification of the effects exerted by DENR on translational regulation are still lacking.

uORF usage is pervasive in the mammalian transcriptome, with up to 40% of transcripts predicted to contain at least one uORF (8). It generally reduces CDS translation efficiency (TE) because scanning ribosomes are diverted from the main ORF and unlikely all reinitiate (3). We have previously reported that several transcripts encoding components of the circadian clock machinery contained translated uORFs (9). Moreover, DENR loss-of-function—as a means of globally interfering with uORF regulation—shortened the period of free-running circadian oscillations in mouse fibroblasts by up to 1.5 h (9). However, it has remained elusive on which circadian clock transcripts and through which uORFs DENR can act.

Here, we have used ribosome profiling in mouse NIH3T3 fibroblasts to identify and quantify DENR-mediated translational regulation transcriptome-wide, and in particular within core clock genes. We have used comprehensive regression analysis to characterize 5′ UTR features associated with DENR-dependent translational regulation and validate targets identified from our translatome-wide approaches. Finally, we show that DENR regulates efficient CLOCK biosynthesis involving a strong uORF and a so-far unannotated CDS initiation codon.

## MATERIALS AND METHODS

### Cell culture

NIH3T3 and HEK293FT cells were cultured under standard conditions (DMEM; 10% FCS, 1% penicillin/streptomycin, all from Invitrogen; 37°C; 5% CO_2_).

Lentiviral particle production in HEK293FT cells using envelope pMD2.G and packaging psPAX2 plasmids, and viral transduction of NIH3T3 cells, were performed following published protocols (10), with puromycin selection at 5 μg/ml for 4 days.

### Cloning and plasmids

For the generation of lentiviral shRNA expression vectors, two different sequences targeting *Denr* were cloned into pLKO.1puro backbone vector (Addgene no. 10878 (11)): shRNA1: GTACCACAGAAGGTCACGATA, corresponding to clone TRCN0000308443 of the TRC shRNA Library from the Broad Institute; and shRNA2: GTGCCAAGTTAGATGCGGATT, corresponding to clone TRCN0000098826. pLKO.1puro constructs containing *Gfp*, and Scramble (Addgene no. 1864) shRNAs served as controls.

For the generation of dual luciferase (Firefly/Renilla) reporter plasmids, fragments containing the 5′ UTR and first 5-14 codons of the selected DENR targets/controls were amplified by polymerase chain reaction (PCR) from genomic DNA or cDNA, cloned into the BamHI site of the prLV1 dual luciferase reporter plasmid (12), and validated by sequencing. The following primers were used for PCR: *Etaa1*, forward (for): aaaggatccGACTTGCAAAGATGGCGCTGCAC, reverse (rev): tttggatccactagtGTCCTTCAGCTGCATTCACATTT; *Map2k5*, for: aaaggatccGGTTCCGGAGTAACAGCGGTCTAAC, rev: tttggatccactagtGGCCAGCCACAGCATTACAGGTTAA; *Lrrc28*, for: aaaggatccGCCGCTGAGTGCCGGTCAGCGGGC, rev: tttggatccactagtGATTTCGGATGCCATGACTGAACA; *Klhdc8a*, for: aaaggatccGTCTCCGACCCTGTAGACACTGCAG, rev: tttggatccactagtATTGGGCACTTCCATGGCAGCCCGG; *Clock*, for: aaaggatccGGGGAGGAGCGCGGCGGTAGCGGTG, rev: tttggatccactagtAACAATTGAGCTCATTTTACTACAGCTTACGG; *Fth1*, for: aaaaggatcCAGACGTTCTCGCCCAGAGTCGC, rev: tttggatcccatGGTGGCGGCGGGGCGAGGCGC; *Rpl30*, for: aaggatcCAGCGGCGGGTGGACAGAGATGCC, rev: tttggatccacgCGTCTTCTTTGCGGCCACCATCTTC; *Deaf1*, for: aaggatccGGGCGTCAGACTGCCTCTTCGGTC, rev: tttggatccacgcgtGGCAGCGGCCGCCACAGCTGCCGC; *Cry1*, for: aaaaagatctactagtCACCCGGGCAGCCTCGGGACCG, rev: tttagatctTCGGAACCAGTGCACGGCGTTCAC.

5′ UTR mutants were generated by site-directed mutagenesis of the corresponding plasmids, using the following primers (mutated nucleotides in small case with mutated start/stop codon underlined in the forward sequence): *Klhdc8a*-Mut, forward (for): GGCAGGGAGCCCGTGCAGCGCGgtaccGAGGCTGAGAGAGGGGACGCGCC, reverse (rev): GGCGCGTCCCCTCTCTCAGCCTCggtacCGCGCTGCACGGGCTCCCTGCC; *Map2k5*-Mut, for: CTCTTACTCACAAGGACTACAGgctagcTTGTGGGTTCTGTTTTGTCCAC, rev: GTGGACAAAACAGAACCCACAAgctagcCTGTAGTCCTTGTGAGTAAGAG; *Etaa1*-Mut, for: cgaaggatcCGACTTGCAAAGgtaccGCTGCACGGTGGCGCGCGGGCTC, rev: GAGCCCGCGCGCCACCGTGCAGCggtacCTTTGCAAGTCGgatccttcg; *Clock*-uORF-Stop-Mut, for: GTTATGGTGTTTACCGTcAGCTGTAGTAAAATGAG, rev: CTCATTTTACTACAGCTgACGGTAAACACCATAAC; *Klhdc8a*-uORF-Stop-Mut, for: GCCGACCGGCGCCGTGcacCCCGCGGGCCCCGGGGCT, rev: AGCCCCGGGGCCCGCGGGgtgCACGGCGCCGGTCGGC; *Etaa1*-uORF-Stop-Mut (small case correspond to an insertion that changes uORF frame), for:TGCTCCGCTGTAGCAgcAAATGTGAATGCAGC, rev: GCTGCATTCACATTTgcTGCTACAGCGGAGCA; *Clock*-uORF1-Mut, for: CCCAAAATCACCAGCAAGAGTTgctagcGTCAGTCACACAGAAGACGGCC, rev: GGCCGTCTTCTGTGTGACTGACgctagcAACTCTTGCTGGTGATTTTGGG; *Clock*-uORF2-Mut, for: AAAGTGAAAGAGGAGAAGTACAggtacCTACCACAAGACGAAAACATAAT, rev: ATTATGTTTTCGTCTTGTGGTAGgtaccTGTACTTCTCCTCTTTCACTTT; *Clock*-AnnotCDS-Mut, for: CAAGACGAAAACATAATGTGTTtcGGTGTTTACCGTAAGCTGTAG, rev: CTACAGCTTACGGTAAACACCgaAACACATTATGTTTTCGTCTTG; *Clock*-AlterCDS-Mut, for: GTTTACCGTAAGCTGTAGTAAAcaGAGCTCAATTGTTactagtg, rev: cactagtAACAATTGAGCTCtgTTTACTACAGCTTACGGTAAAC.

### iCLIP experiments and analyses

For iCLIP experiments, we used either NIH3T3 cells without overexpression to immunoprecipitate the endogenous DENR or NIH3T3 cells transiently transfected with *Denr* cloned into a FLAG-Venus-pLenti6 vector (Addgene 36948). Cells were grown to confluency in a 15-cm dish. One dish was used for overexpression, and six for non-transfected experiments.

iCLIP was performed as described (13,14). RNA–protein complexes were crosslinked with UV-C (254 nm) at 150 mJ/cm^2^ in a Stratalinker 2400. After cell lysis (50 mM Tris–HCl, pH 7.4; 100 mM NaCl, 1% Igepal (Sigma), 0.1% sodium dodecyl sulphate (SDS), 0.5% Na deoxycholate, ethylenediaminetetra acetic acid (EDTA)-free protease inhibitors), RNA was partially digested with 0.2 U RNase I (Thermo Fisher). DENR–RNA complexes were pulled down with anti-DENR antibody (Abcam 108221), pre-immobilized on protein G-coated magnetic beads (Dynal). An IgG immunoprecipitation was used as control. Immuno-complexes were washed twice with High Salt Buffer (50 mM Tris–HCl pH 7.4, 1 M NaCl, 1 mM EDTA, 1% Igepal, 0.1% SDS, 0.5% sodium deoxycholate) and twice with PNK Wash Buffer (20 mM Tris–HCl pH 7.4, 10 mM MgCl_2_, 0.2% Tween-20). An infrared adaptor was ligated to RNA 3′ ends, and protein–RNA complexes were visualized in a LiCor CLx Imager (Odyssey), after denaturing PAGE and nitrocellulose membrane transfer. About 60–130 kDa DENR–RNA complexes were excised from the membrane and liberated by proteinase K (Roche) digestion. This size range likely reflects DENR–MCTS1 complexes (26 and 22 kDa, respectively) bound to RNA, rather than DENR–RNA alone, indicating that the DENR–MCTS1 interaction is strong. During library preparation, cDNAs were ligated on their 5′ end to a 5-nt sample barcode to allow demultiplexing. The barcode is preceded by a 4-nt and followed by a 3-nt random sequence that serves as unique molecular identifier (UMI) to mark individual cDNA molecules. cDNA libraries were then PCR amplified (24 cycles) and subjected to high-throughput sequencing (Illumina HiSeq2500 platform). Experiments were done in triplicate for DENR-overexpression, and in duplicate for non-transfected and IgG IP conditions.

iCLIP data were processed and analysed using the iCount platform (https://github.com/tomazc/iCount), as described (15). Briefly, the sample barcodes were removed, and the UMI was excised and added to the read ID prior to mapping with Bowtie 0.12.7 to the mouse genome (mm10), allowing two mismatches. Sequences with the same UMI and starting at the same genomic position—likely representing PCR duplicates—were excluded from subsequent analyses. High-confidence crosslink sites were calculated with the iCount function *peaks*, with options *RegionsAsOne* and 15-nt flank.

### Ribosome profiling

One 15-cm dish of confluent NIH3T3 cells was used per replicate. Ribosome profiling and parallel RNA-seq were performed in triplicate for *Denr* shRNA1, *Denr* shRNA2 and scr shRNA, and in duplicate for *Gfp* shRNA, following the ART-Seq protocol by Epicentre-Illumina (Cat.no. RPHMR12126) with minor modifications as described below. Cells were treated with cycloheximide (100 μg/ml) for 2 min at 37°C to arrest translation elongation, and immediately harvested, followed by lysate preparation. For the generation of ribosome-protected fragments, cell lysates were treated with 5 units RNase I (ART-Seq) per OD260, and monosomes were purified in MicroSpin S-400 columns (GE Healthcare). For both RPF- and RNA-seq, 5 μg of RNA was used for rRNA depletion following the Ribo-Zero Magnetic Kit instructions from Epicentre-Illumina (Cat.no. MRZH11124). Finally, libraries were amplified using 12 PCR cycles, and sequenced (HiSeq2500 platform).

### Sequencing pre-processing, alignment and quantification

Initial processing, mapping and quantification of mRNA and footprint abundance were performed as previously (16). Briefly, adaptor sequence was trimmed with Cutadapt (17) and trimmed sequences were filtered using a custom python script to keep 26–35 nt and 21–60 nt reads for RPF- and RNA-seq, respectively. Reads were then sequentially aligned to mouse rRNA, tRNA and cDNA (Ensembl mouse release 84) using Bowtie2 (18) and mouse genome using Tophat v2.0.11 (19). Trimmed and filtered sequences from RNA-seq were also directly mapped against the mouse genome with Tophat to estimate expressed transcript isoforms (using Cufflinks v2.2.1 (20)). Transcriptome-mapping reads from the sequential alignment were counted towards their location on 5′ UTR, CDS or 3′ UTR per gene, using only the set of expressed isoforms as estimated above. The location of the putative A-site of the footprint was used for RPF-seq counting (position +15 from the 5′ for reads ≤30 nt and position +16 for reads >30 nt), and the 5′ end was used for RNA-seq reads. For genes with multiple expressed isoforms, reads that did not map unambiguously to a single feature were assigned to one in preference order: CDS, 5′ UTR, 3′ UTR.

RPF- and RNA-seq read counts were normalized separately with the upper quartile normalization from edgeR (21) and then transformed to RPKM values as read count per gene kilobase per normalized library size. Genes with <10 reads in 2/3 of samples and mitochondrially encoded genes were removed before normalization.

Translation efficiencies were then calculated per sample as the ratio of RPF RPKM to RNA RPKM of the region of interest (5′ UTR, CDS or uORF), log2 transformed and averaged over all replicates.

### Differential translation efficiency analysis

Significant changes in TE between knockdown and control cells were assessed with several available algorithms: Xtail (22) with options *bins=10000*, RiboDiff (23) with options *-d 1 -p 1*, Riborex (24) with options *engine=“DESeq2”* and Babel (25) with options *nreps=100000*.

Briefly, all four methods, with the options implemented in our study for maximal consistency among them, model raw read counts by following a negative binomial distribution and use global normalization methods for sequencing depth that would not account for global changes in TE if existing. RiboDiff and Riborex use DESeq2 to estimate a single mean and dispersion for both RPF- and RNA-seq, and detect differentially translated genes by fitting RPF- and RNA-seq read counts to a single GLM, whereas Xtail uses DESeq2 for mean and dispersion estimation separately for RPF- and RNA-seq and fits two independent GLMs. Xtail then derives probability distributions for fold changes of RNA or RPF, or for RPF-to-RNA ratios, and evaluates statistical significance between conditions from one of the two (the most conservative) pipelines. Babel relies on edgeR for parameter estimation and uses an errors-in-variables regression to test for significant changes in translation within and between conditions.

Differential TE was set at FDR < 0.1 for all four methods and performance for false positive discovery rate was further assessed by randomly label-shuffling knockdown and control datasets, which should not yield differential TE genes.

### uORF annotation and translation analyses

For uORF detection, a set of transcripts was used for which reads can be unambiguously assigned to the 5′ UTR, i.e. transcripts that are the only protein-coding isoform expressed (*N* = 4637). In order to include as many transcripts as possible for the annotation, genes with multiple protein-coding isoforms were also considered if (i) one isoform represented >65% of all expressed (as derived from our transcript expression estimation, see ‘Sequencing pre-processing, alignment and quantification’, *N* = 3211) or (ii) all expressed isoforms had the same CDS start, in which case the transcript with the highest expression was selected (*N* = 1826). For the selected transcripts, uORFs were annotated and considered as translated with the following criteria: (i) started with AUG, CUG, GUG or UUG, (ii) had an in-frame stop codon within the 5′ UTR or overlapping/within the CDS, (iii) were at least 9 nt long (including stop codon), (iv) had a coverage >25%, (v) showed a frame preference and (vi) the preferred frame was the one corresponding to the uORF 5′ end/start codon. Importantly, we considered only uORFs coding for at least two amino acids (i.e. 9 nt, including the stop codon), as for shorter uORFs frame bias assessment would be highly prone to false positives, and Kozak context scoring would be compromised (for 6 nt uORFs, the position +4 would always be the T of the stop codon, and thus cannot be a G of the strongest Kozak context).

### Multiple regression analysis

For the modelling, all transcripts containing translated uORFs in *Denr* knockdown or control cells were included (*N* = 4755) and the following 5′ UTR features were used as predictors of the fold change in CDS TE across conditions: (i) the number of uORFs, (ii) the uORFs length, using the median length in transcripts with several uORFs, (iii) the proportion of AUG uORFs, (iv) the uORF Kozak context, scored relative to the consensus GccA/Gcc###G, where upper-case letters denote highly conserved bases (scored +3), lower-case letters indicate the most common nucleotides (scored +1) and ### represents the start codon (not scored). The median Kozak score was used when several uORFs were present on a transcript. (v) The CDS Kozak context, scored in the same manner, (vi) the distance of the first uORF start codon from the 5′ cap, (vii) the distance of the last uORF stop codon to the CDS start, (viii) the uORF GC content, using the median for transcripts with several uORFs, (ix) the presence of overlapping uORFs in the transcript (binary predictor). Predictors with skewed distributions (number of uORFs, uORF length, distance from the cap and distance to the CDS start) were log2 transformed. Partial regression plots were generated with the R package *‘visreg’*. Absence of multicollinearity between predictors was assessed with the variance inflation factor using R function *vif* (*car* package).

### Functional enrichment analysis

Functional enrichment analysis was performed using g:Profiler (26), including Gene Ontology Biological Process and Molecular Function terms and biological pathway information from Reactome. Functional categories of more than 2 and less than 1500 members were used and *P*-values were corrected by Benjamini–Hochberg FDR. Categories with FDR <0.05 were considered as significant and were used for visualization with Cytoscape v.3.5.1 EnrichmentMap tool (27).

### Dual luciferase assay

NIH3T3 cells were first lentivirally transduced with the dual luciferase reporters containing the 5′ UTR construct of interest and then transduced with *Denr*-shRNA/scramble-shRNA. After puromycin selection, cells were lysed in passive lysis buffer and luciferase activities were quantified using DualGlo luciferase assay system and a GloMax 96 Microplate luminometer (all from Promega). Firefly/Renilla luciferase (FL/RL) activities were first normalized to that of the empty vector in scramble shRNA-transduced cells. For DENR target experiments, FL/RL signals were also normalized to the scramble shRNA-transduced, non-mutated construct. For *Clock* mutational experiments, FL/RL signals were secondly normalized to the scramble shRNA-transduced *Clock*-WT construct.

### *In vivo* bioluminescence imaging

mRNAs were produced using *in vitro* transcription at the ‘ivt mRNA production and formulation platform’ in Zurich (http://www.cancer.uzh.ch/en/Research/mRNA-Platform.html). The 5′ end consisted of a CleanCapTM (Trilink) followed by the WT or mutated *Klhdc8a* 5′ UTR and by a codon optimized firefly luciferase open reading frame. The 3′ end consisted of a tandem repeat of the mouse β-globin 3′ UTR and a poly-A tail (28). Uridine residues were fully substituted by 1-methyl pseudouridine residues (this modification can prevent immunostimulation, avoiding production of type I interferon and consecutive inhibition of translation *in vivo* (28)).

Animal procedures were approved by the Veterinary Office and its research ethics review committee of the University of Zurich (Kanton Zurich, Health Direction, Veterinary Office, Zollstrasse 20; 8090 Zurich; licence number ZH215/17). Animals were purchased from Envigo (Netherlands). Four- to eight-week-old mice were injected intravenously with 1 μg of mRNA formulated with TransIT transfection reagent following the manufacturer’s suggestions (Mirus). The procedure for one mouse was as follows: the nucleic acid was diluted in 38 μl of Opti-MEM (Gibco) before the addition of 0.72 μl of the ‘mRNA Boost Reagent’. After mixing, 1.12 μl of the TransIT reagent was added. The solution was thoroughly homogenated and injected immediately: 40 μl per mouse. At different time points after mRNA injection, *in vivo* bioluminescence imaging was performed on an IVIS Lumina instrument (PerkinElmer). Immediately before each measurement, D-luciferin (Synchem) dissolved in phosphate-buffered saline (15 mg/ml stock) and sterile filtered was injected (150 μg/g intraperitoneally). Emitted photons from live animals were quantified 10-20 min post luciferin injections, with an exposure time of 3 min. Regions of interest (ROI) were quantified for average radiance (photons s-1 cm-2 sr-1) (IVIS Living Image 3.2).

### Western blotting

Total protein extracts from NIH3T3 cells were prepared according to the NUN procedure (29). Antibodies used were rabbit anti-CLOCK 1:3000 (ab3517, abcam), mouse anti-U2AF65 1:5000 (Sigma), rabbit anti-DENR 1:4000 (ab108221, abcam) and anti-rabbit-HRP or anti-mouse-HRP 1:10000 (Promega). Blots were visualized with the Fusion Fx7 system and quantified with ImageJ 1.48k.

## RESULTS

### Redistribution of ribosomes from CDS to 5′ UTRs upon *Denr* knockdown

We hypothesized that if DENR is required for efficient protein production from the main CDS of mRNAs that undergo reinitiation after uORF translation, we would be able to identify DENR-regulated transcripts by comparing ribosome occupancies transcriptome-wide in DENR loss-of-function versus control cells by ribosome profiling. Conceivably, DENR target mRNAs should exhibit decreased translation efficiencies (TEs) on their CDS when DENR is absent (Figure 1A). We therefore performed shRNA-mediated knockdown of *Denr* in mouse NIH3T3 fibroblasts, a cell line in which we had previously observed that *Denr* depletion led to a shortening of the period of circadian oscillations (9). 

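NIH3T3 cells are fibroblasts grown from mouse embryos. Lysates were taken from 6 cultures of Denr knockdown cells, 3 with shRNA1 and 3 with shRNA2, and from 5 cultures of control cells, 3 with scramble shRNA and 2 with Gfp shRNA. Each lysate gave an RPF-seq library, made from the mRNA fragments that ribosomes protect from nuclease, and an RNA-seq library, 22 libraries in all. The authors assigned footprints to a region by their putative A-site, gave ambiguous reads to the CDS before the 5′ UTR, and removed genes with few reads. They deposited the RPKM of the CDS and of the 5′ UTR of 10516 genes in each library, normalized by the upper-quartile method for RPF-seq and RNA-seq separately. Since the RPKM of a region can change only by the worth of a whole read, the number of reads behind each value was recovered from the values, and all 231352 CDS values and all 228800 finite 5′ UTR values came out as whole reads. Between 10927303 and 21649878 RPF-seq reads per lysate lay on the CDS or 5′ UTR of these genes, with a median of 14777613 for Denr shRNA1, 14838423 for Denr shRNA2, 12557963 for scramble shRNA and 17058973.5 for Gfp shRNA. The RNA-seq libraries held between 8514080 and 20109699 such reads, with medians of 15756290, 18806472, 15738357 and 16484568 in the same order. All values were taken to the log2 scale after adding 0.1 RPKM, and the log2 TE of a gene in a lysate was its CDS value in RPF-seq minus its CDS value in RNA-seq. Single genes were tested with limma, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.1 for the FDR, as in the paper. A value that describes a whole library, such as a median over genes, was tested with an exact two-sided permutation test over all 462 splits of the 11 lysates into 6 and 5, in which the smallest possible p is 0.00216. The lysates of all groups are numbered by replicate, and beside most results the result with the replicate number as a block is also given. With the block, labels were exchanged only within a replicate number, which leaves 108 arrangements and a smallest possible p of 0.00926.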

Cells were lentivirally transduced with two different *Denr*-targeting shRNAs (shRNA1, shRNA2; in triplicate) or control RNAs (scramble shRNA, in triplicate; *Gfp* shRNA in duplicate), grown to confluency and harvested in the presence of cycloheximide (CHX) to stabilize elongating ribosomes. After preparation and sequencing of ribosome-protected mRNA fragment (RPF-seq) and total RNA libraries (RNA-seq) as previously described (9), we obtained ribosome footprints that were predominantly 29–30 nt in length (Supplementary Figure S1A), which preferentially mapped to protein coding sequences (Supplementary Figure S1B) and that showed the characteristic triplet periodicity expected from high-quality footprint data (Supplementary Figure S1C). Across replicates, CDS-mapping normalised reads were highly correlated (*R*^2^ > 0.97, Supplementary Figure S1D), indicating good reproducibility. 

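R2 was computed between replicates of the same shRNA from the log2 CDS values of the 10516 genes, over 10 pairs of libraries for each assay. In RPF-seq it lay between 0.981 and 0.992, with a median of 0.991. In RNA-seq it lay between 0.956 and 0.994, with a median of 0.985. The lowest RNA-seq value was that of replicates 1 and 3 of Denr shRNA1, and replicates 1 and 2 of that shRNA gave 0.970, while replicates 2 and 3 gave 0.990. Replicates differed by more than the counting of reads gives: the chi-square between replicates, divided by the number of genes, lay between 3.59 and 20.4 in RPF-seq and between 4.89 and 54.6 in RNA-seq, where counting alone gives 1. R2 is taken across genes within pairs of libraries, and genes are not independent replicates.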

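Denr (ENSMUSG00000023106) lies on chromosome 5 of GRCm38, from 123907175 to 123928835. The target sequence of shRNA1, GTACCACAGAAGGTCACGATA, lies in the CDS in exon 6 (123924766 to 123924786), and that of shRNA2, GTGCCAAGTTAGATGCGGATT, in the CDS in exon 2 (123908167 to 123908187). With up to 3 mismatches, neither sequence was found in a protein-coding transcript of another of the 10516 genes. The CDS of Denr had 40.5 ± 5.32 RPKM (SD, n = 3) in RNA-seq with shRNA1 and 17.9 ± 2.70 RPKM (SD, n = 3) with shRNA2, against 188 ± 2.45 RPKM (SD, n = 3) with scramble shRNA and 169 ± 6.32 RPKM (SD, n = 2) with Gfp shRNA. Relative to the mean of the 5 control lysates, Denr RNA was reduced by 77.5% ± 2.95 (SD, n = 3) with shRNA1 and by 90.1% ± 1.50 (SD, n = 3) with shRNA2, and Denr footprints by 79.3% ± 5.15 (SD, n = 3) and 92.8% ± 1.34 (SD, n = 3). Over both shRNAs the log2 fold change of Denr RNA was −2.75 (standard error 0.25, adjusted p = 0.000350 from limma's test, n = 6 and 5), and every knockdown lysate lay below every control lysate (exact permutation test, p = 0.00216, the smallest possible). With the replicate number as a block it was −2.74 (adjusted p = 0.000718 from limma's test). RNA-seq libraries with the same number deviated from the means of their shRNA together, with a mean Pearson r across genes of 0.340 over 15 pairs of lysates. Over 30 pairs with different numbers it was −0.17. Deviations from the mean of an shRNA cancel within it, so that the negative value follows from the positive one and is no separate contrast. Leaving out each lysate in turn kept the log2 fold change between −2.89 and −2.59. Mcts1 (chromosome X, 38600578 to 38613426) had 7.71 ± 0.818 RPKM (SD, n = 6) in RNA-seq after knockdown and 9.51 ± 3.91 RPKM (SD, n = 5) in controls, a log2 fold change of −0.23 (standard error 0.18, adjusted p = 0.583 from limma's test). Its RNA-seq values rest on 44 to 84 reads per library, and scramble shRNA replicate 3 lay far above the other controls. Eif2d (chromosome 1, 131153181 to 131187658) had 63.1 ± 6.04 RPKM (SD, n = 6) after knockdown and 63.2 ± 4.50 RPKM (SD, n = 5) in controls, a log2 fold change of −0.0036 (standard error 0.080, adjusted p = 0.991 from limma's test), whose sign changed under several alternatives. At the footprint level, the log2 fold change was 0.25 for Mcts1 (adjusted p = 0.294 from limma's test) and −0.20 for Eif2d (adjusted p = 0.0616 from limma's test).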

The RNA-seq and RPF-seq data confirmed the efficiency of *Denr* knockdown (77–90% reduction in *Denr* transcript levels), whereas the abundance of *Mcts1* mRNA, encoding the DENR heterodimerization partner, or of *Eif2d*, encoding a structurally and functionally related homologue of the DENR-MCTS1 dimer (4), remained unchanged (Figure 1B,C and Supplementary Figure S1E).

**Figure 1.**
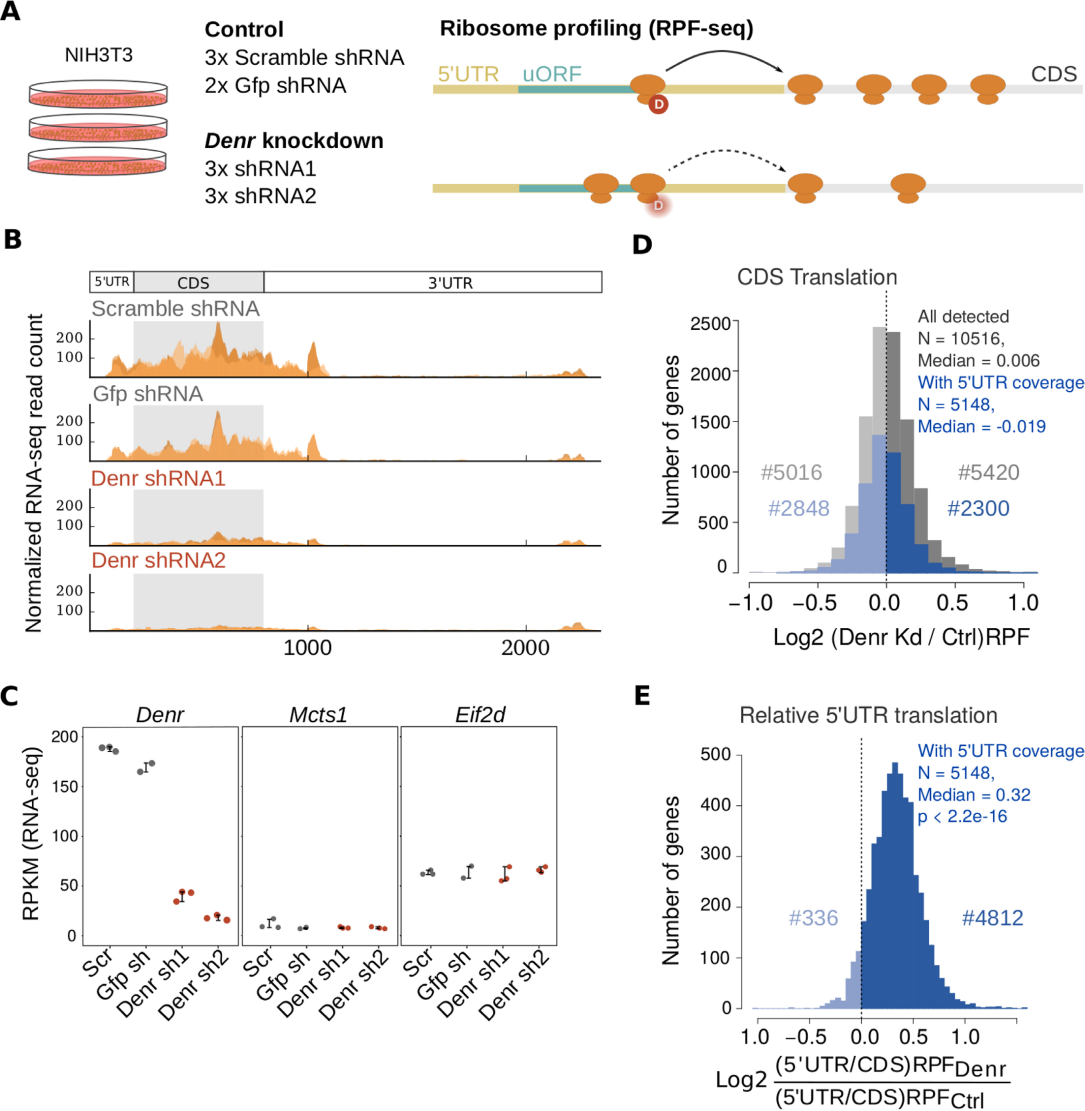
*Denr* knockdown engenders ribosome redistribution from CDS to 5′ UTR. (**A**) Experimental approach of the study. Ribosome profiling (RPF-seq) and parallel RNA-seq were performed on NIH3T3 mouse fibroblasts depleted of *Denr* via lentivirally expressed shRNAs, with scramble (Scr) and *Gfp* shRNAs as control conditions. Profiling was carried out in biological triplicates for the two *Denr* shRNAs (shRNA1, shRNA2) and for Scr shRNA, and in duplicate for *Gfp* shRNA. We hypothesized that if DENR is required for efficient reinitiation after uORF translation, knocking down *Denr* would lead to reduced translation efficiency on the main coding sequence of DENR targets. (**B**) Distribution of normalized RNA-seq read counts along the *Denr* transcript shows high *Denr* knockdown efficiency. Different orange color shadings correspond to the different replicates. (**C**) RPKM values for CDS-mapping RNA-seq read counts for *Denr* (left), *Mcts1* (middle) and *Eif2d* (right) indicate specific and high knockdown efficiency. Each dot corresponds to a sample and replicate and error bars indicate mean±sd. (**D**) Distribution of CDS translation (from RPF-seq) differences between *Denr* knockdown (*K*d) and control cells. In grey, all detected genes (*N* = 10516); in blue, genes with sufficient coverage in 5′ UTRs (i.e. a minimum of 20 RPF-seq reads in the 5′ UTR in 3/4 of samples; *N* = 5148). Note that both distributions are centred around zero, indicating that *Denr* knockdown does not strongly affect global protein synthesis *per se*. (**E**) Distribution of 5′ UTR-to-CDS translation differences between *Denr K*d and control cells, for genes with sufficient 5′ UTR coverage (*N* = 5148). Relative 5′ UTR translation was significantly higher in *Denr K*d cells (median = 0.32, *P* < 2.2e-16, Wilcoxon signed rank test), suggesting a ribosome footprint redistribution to 5′ UTRs upon *Denr* knockdown.

A reduction in *Denr* levels that alters reinitiation efficiencies should engender differences in ribosome occupancies on the CDS and, possibly, on uORFs. First, we compared CDS footprint levels for all expressed genes (*N* = 10 516, Figure 1D, grey), and then selected the subset of transcripts that also displayed footprint coverage within the 5′ UTR (*N* = 5148, Figure 1D, blue). Of note, the quantification of footprints from the full 5′ UTR can serve as a useful proxy for uORF translation (30,31), given that uORFs are considered the major source of 5′ UTR-mapping reads. This group of transcripts, thus presumably enriched for uORF-containing genes, showed an overall similar distribution as all genes (Figure 1D). 

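The change in CDS footprints of a gene was the mean log2 value of the 6 knockdown lysates minus that of the 5 control lysates. Over all 10516 genes its median was 0.0072, with quartiles of −0.10 and 0.12, and 5058 genes were lower and 5458 higher after knockdown. The medians of the 11 libraries did not differ between the groups (exact permutation test, p = 0.528), although without Gfp shRNA replicate 1 the change was 0.015 (exact permutation test, p = 0.0476). Since upper-quartile normalization brings the libraries to a common level, this test cannot show whether CDS footprints changed globally. Applied to the recovered reads, the paper's filter of at least 20 RPF-seq reads in the 5′ UTR, here in at least 9 of the 11 RPF-seq libraries, kept 5175 genes. Their median change was −0.019, with quartiles of −0.12 and 0.084 (exact permutation test on the library medians, p = 0.0671), and 2844 were lower and 2331 higher after knockdown. It passed 0.05 in 2 of the 11 fits that each left out a lysate, with −0.022 without Denr shRNA2 replicate 3 (exact permutation test, p = 0.0476) and −0.027 without Gfp shRNA replicate 2 (exact permutation test, p = 0.00952). RPF-seq libraries with the same replicate number deviated together, with a mean Pearson r across genes of 0.196. The value for different numbers, −0.0974, follows from it, since deviations from the shRNA means cancel. After blocking by replicate number, the medians were 0.0070 for all genes (exact permutation test, p = 0.454) and −0.020 for the genes with 5′ UTR coverage (exact permutation test, p = 0.0741). The second median moved most with the other coverage filter, a 5′ UTR RPKM of at least 1 in at least 9 of 11 RPF-seq libraries, which gave −0.0050 (exact permutation test, p = 0.513), while centring each library on its median log2 CDS RPKM gave −0.022 (exact permutation test, p = 0.00216, the smallest possible).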

We concluded that the effect of DENR deficiency on this gene set did not markedly differ from the effect seen genome-wide, consistent with previous reports indicating that acute *Denr* loss did not lead to major global effects on translational output (6). 

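The remaining genes, those without sufficient 5′ UTR coverage, had a median change in CDS footprints of 0.035. Taken within each library, the median of the genes with 5′ UTR coverage minus that of the remaining genes changed by −0.053 after knockdown relative to controls on the log2 scale, and each knockdown lysate lay below each control lysate (exact permutation test, p = 0.00216, the smallest possible). Under the replicate block this difference was −0.056 (exact permutation test, p = 0.00926, the smallest possible with the block). From the similar distributions of both gene sets, the paper concludes that the effect of DENR deficiency on these transcripts did not differ much from the effect on all genes.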

Next, we calculated the ratio of 5′ UTR-mapping to CDS-mapping footprints per gene, and determined how this measure of ‘relative 5′ UTR translation’ was affected in *Denr*-depleted versus control cells. Our analysis revealed a striking increase in relative translation on 5′ UTRs in *Denr*-deficient cells, indicative of a redistribution of translating ribosomes within transcripts (Figure 1E and Supplementary Figure S1F). This effect was absent from the RNA-seq data (Supplementary Figure S1G). 

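In each RPF-seq library, relative 5′ UTR translation was the log2 value of the 5′ UTR minus that of the CDS. Over the 5175 genes with 5′ UTR coverage its median change after knockdown was 0.33, with quartiles of 0.18 and 0.47, and 4841 genes (93.5%) were higher and 334 lower. The library medians, with each gene centred on its mean over the 11 lysates, differed between the groups (exact permutation test, p = 0.00433), although replicate 2 of Gfp shRNA lay above the lowest knockdown lysate. With replicate number taken as a block the median change was 0.34 (exact permutation test, p = 0.00926, the smallest possible with the block). The alternative that moved it most was leaving out Gfp shRNA replicate 1, with 0.26 (exact permutation test, p = 0.0286), and shRNA2 alone against all controls gave 0.29, which did not pass the threshold (exact permutation test, p = 0.0714). Footprints on the 5′ UTR, taken without the CDS, rose by 0.30 in the median (exact permutation test, p = 0.00866; 0.31 and p = 0.00926 with the block), and by 0.25 when divided by the RNA-seq value of the same 5′ UTR (exact permutation test, p = 0.0498). From the increase in relative 5′ UTR translation, the paper reasons that translating ribosomes were redistributed within transcripts.

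**Figure D1:**
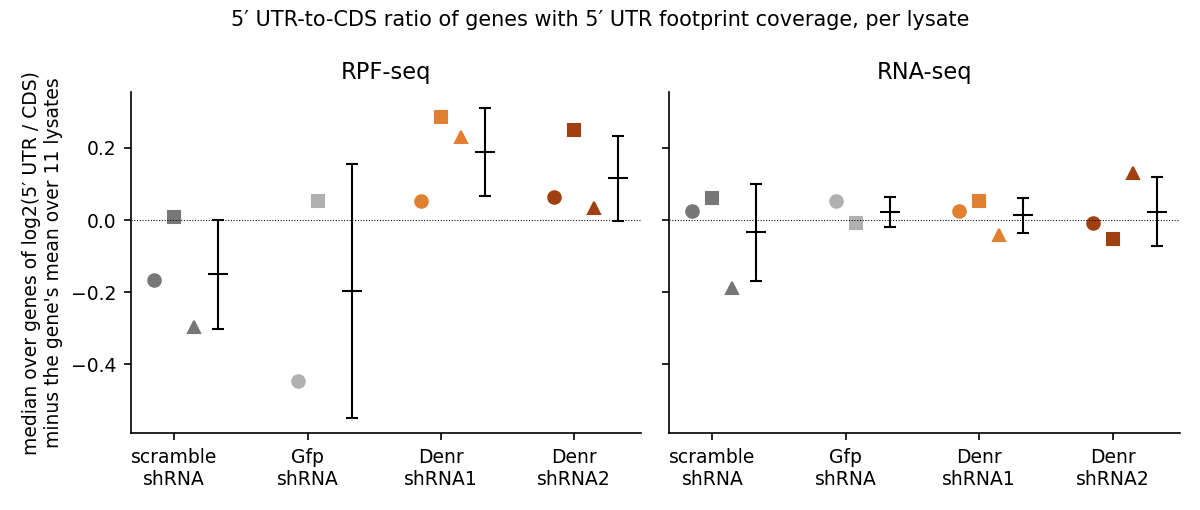
Median over 5175 genes of the log2 5′ UTR-to-CDS ratio in RPF-seq (left) and RNA-seq (right), after subtracting each gene's mean over the 11 lysates, where each point is a lysate (circle, square and triangle for replicates 1, 2 and 3), and bars give the mean and SD of each shRNA. In RPF-seq the medians of the 6 knockdown lysates lay between 0.033 and 0.29 and those of the 5 control lysates between −0.45 and 0.053.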

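For the same genes, the median change of the 5′ UTR-to-CDS ratio in RNA-seq was 0.033 (exact permutation test on the library medians, p = 0.610), and 3068 genes (59.3%) were higher after knockdown. With the replicate number as a block it was 0.041 (exact permutation test, p = 0.611). Scramble shRNA replicate 3 had the lowest median of the 11 RNA-seq libraries, −0.19 after centring each gene, and without that lysate the change was −0.015.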

Conceivably, these changes on the translational landscape may reflect complex alterations in initiation efficiency and uORF usage, and are in line with a role of DENR in translation reinitiation (6).

Translational remodelling that affects a sizeable proportion of the transcriptome is most consistent with a scenario in which DENR interacts with ribosomes at mRNAs with little, or no, sequence specificity. To address this question, we examined the direct interactions of DENR with RNAs *in vivo* by performing individual nucleotide resolution crosslinking and immunoprecipitation (iCLIP) (15) of DENR (Supplementary Figure S2A). Over 85% of iCLIP reads mapped to ribosomal RNA, in particular to 18S rRNA (Supplementary Figure S2B and C), with the five most prominent binding sites on helices 24-26a (Supplementary Figure S2D and E). This outcome is in line with structural data that places the DENR–MCTS1 complex in proximity to the mRNA channel within the small ribosomal subunit and that identifies helix 24 as a potential interface of MCTS1 with 18S rRNA (32,33). Moreover, helix 26 has previously been reported to make contacts with sequences upstream of restarting AUG codons on viral RNAs (34). In contrast, only 10.5% of iCLIP reads mapped to mRNAs, which was not sufficient to identify specific mRNA-binding sites. In summary, while we cannot exclude transient direct interactions of DENR–MCTS1 with mRNAs, our iCLIP data are consistent with structural studies and support a model in which the complex binds close to the mRNA channel of initiating ribosomes at a location that could facilitate reinitiation when uORFs are present, but travels indiscriminately along mRNAs.

### Decreased CDS translation efficiency, uORF enrichment and pathway analysis of DENR-regulated transcripts

From the shift in the distribution of 5′ UTR versus CDS footprints that were affecting a significant proportion of the transcriptome in *Denr*-deficient cells (Figure 1E), we wished to narrow down to the most-DENR-sensitive transcripts that were potentially direct and functionally relevant targets. We reasoned that changes in CDS translation efficiency (TE; defined as the ratio of CDS-mapping RPF-seq to RNA-seq reads) would represent an appropriate measure to identify such targets, as TE differences would alter the amount of protein produced from the transcript. We therefore calculated transcriptome-wide TEs and, given that there is currently no established consensus on the most suitable analytical tool for differential translation analysis, we then applied several available algorithms to detect significant TE changes. Briefly, the four methods we employed, Xtail (22), RiboDiff (23), Riborex (24) and Babel (25), are all conceived for the quantification of translational changes that deviate from possible variations already occurring at the level of mRNA abundances. They differ in parameter estimation and modelling approaches, as well as in sensitivity, false discovery rates and computational speed. 

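Xtail, RiboDiff, Riborex and Babel were not run here. The log2 TE of each gene in each lysate was compared between 6 knockdown and 5 control lysates with limma. With an FDR below 0.1, 50 of the 10516 genes had a changed TE, 50 with lower and 0 with higher TE after knockdown. At an unadjusted p below 0.05 there were 545 genes with lower and 155 with higher TE. After blocking by replicate number, 58 genes had a changed TE, again all with lower TE. Across genes, the log2 TE of lysates with the same replicate number deviated together, with a mean Pearson r of 0.242. The value for different numbers, −0.121, follows from it, since deviations from the shRNA means cancel. The choice of lysates moved the count most: 1 gene was called with shRNA1 alone against all controls, 43 with shRNA2 alone, and 10 with scramble shRNA alone as control. On simulated libraries with 200 changed genes among 10516, the same test found 7.5% of the genes changed by 0.3 on the log2 scale, 71.5% of those changed by 0.5 and 92% of those changed by 1, so that most changes of the size of 0.3 were not detectable with these libraries.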

When applied using settings that maximize comparability of results (see ‘Materials and Methods’ section), we identified 240, 78, 41 and 30 genes that had a significant change in TE between *Denr*-deficient and control cells with Xtail, RiboDiff, Riborex and Babel, respectively (FDR < 0.1 for all four algorithms). Importantly, differential TE genes detected by Riborex, RiboDiff and Xtail completely overlapped, while only about half of the genes detected by Babel were also found by any of the other methods (Supplementary Figure S3A). Moreover, most genes detected by Xtail, RiboDiff and Riborex showed decreased TE in *Denr*-depleted cells, as expected for the knockdown of a reinitiation factor, and they spanned the full range of expression levels (Figure 2A and Supplementary Figure S3B,C). By contrast, Babel was biased towards low abundance transcripts and identified similar numbers of up- and down-regulated TE genes (Supplementary Figure S3B and C). 

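Of the paper's 240 differential TE genes, 211 are listed with decreased and 29 with increased TE. All 240 changed in the listed direction here, with a median log2 TE change of −0.39 among the decreased and 0.29 among the increased genes. An unadjusted p below 0.05 from limma's test was reached by 230 of them, and 49 passed the FDR threshold. Under the replicate block, 55 passed it. In RPF-seq alone, 86 of the 240 passed the FDR threshold in the listed direction. Across the 240 genes, the log2 TE change computed here and that reported by the paper had a Pearson r of 0.999, and across the 1987 genes for which the paper's table gives a TE change it was 0.984, with the same sign for 1984 of them. Both values are computed from the same libraries, and genes are not independent replicates.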

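The labels of the lysates were also exchanged in the limma fit of log2 TE. Of the 108 splits of the 11 lysates into 6 and 5 that part as many same-numbered lysates as the real one (10 pairs), 100 were drawn, the real one included. The real split gave the 50 genes with changed TE, and the other splits gave at most 1 gene each, with 3 of them giving any. No gene among the paper's 240 was called with its listed direction in another split. That count is no test, since the list was made from these libraries with the real labels, which favours the real split.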

We concluded that Xtail likely represented the most sensitive method to identify DENR targets, and further estimated the false discovery rate of the algorithm by randomly shuffling the dataset labels, which eliminated nearly all differential TE genes (Supplementary Figure S3D). Please note that, for simplicity, we shall further use the term ‘DENR targets’ for the 240 differential TE genes identified by Xtail, although in the absence of information on direct DENR–mRNA interactions, the term ‘*most DENR-sensitive transcripts*’ would be more precise.

**Figure 2.**
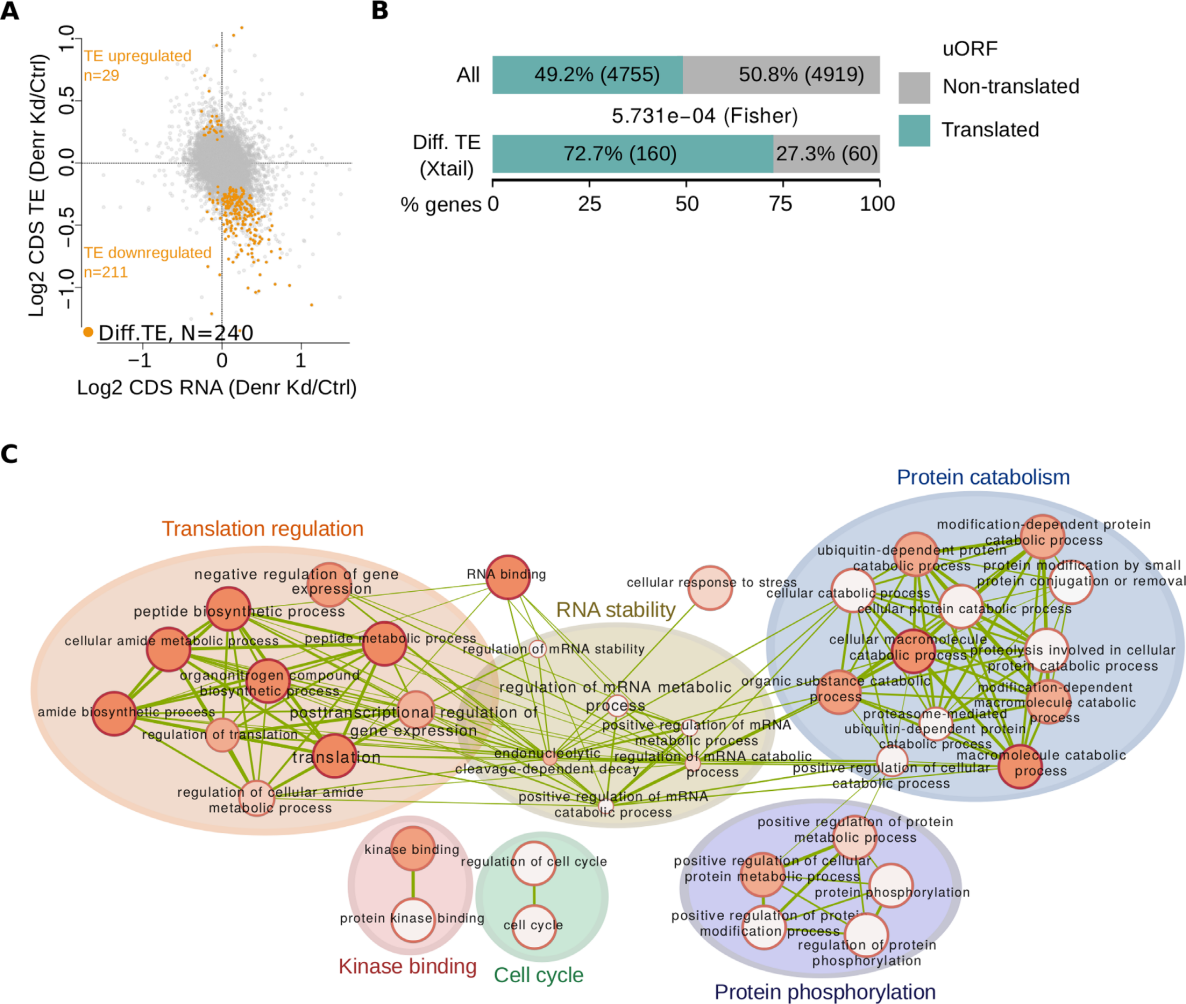
Characteristics of DENR targets: decreased CDS TE; enrichment for uORFs; association with functional categories. (**A**) Scatter plot of *Denr K*d-to-control ratio of mRNA abundance versus CDS translation efficiency (TE) for all expressed genes (*N* = 10 516). Highlighted in orange are genes with differential TE (detected by Xtail (22), FDR < 0.1, *N* = 240), the majority of which showed decreased TE in *Denr* Kd cells, in line with a role of DENR in regulating translation reinitiation. (**B**) uORF enrichment in DENR targets. Proportion of genes with translated uORFs transcriptome-wide compared to that among the differential TE genes detected in panel (A). DENR targets showed enrichment for translated uORF-containing genes (*P* = 5.73e-4, Fisher test). (**C**) Enrichment map for GO-Biological process, GO-Metabolic function and Reactome functional categories of genes with differential TE. Only categories with an FDR < 0.05 in the GO analysis were considered. Node size is proportional to the number of genes associated with the GO category, shading corresponds to the statistical significance, and edge width is proportional to the number of genes shared between functional categories.

Among the 240 differential TE genes identified by Xtail (see Supplementary File S1) were several for which the presence of regulatory uORFs has been described previously, such as *Atf5* (35), *Rnaseh1* (36,37), *Jak2* and *Map2k6* (38). 

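The 4 genes were tested in the same limma fit of log2 TE. Atf5 (chromosome 7, 44812256 to 44816658 of GRCm38) had a log2 TE of −1.58 ± 0.14 (SD, n = 6) after knockdown and −1.03 ± 0.088 (SD, n = 5) in controls, a change of −0.56 (standard error 0.088, adjusted p = 0.0234 from limma's test). Its RNA rose by 0.35 (adjusted p = 0.0322 from limma's test), and its CDS footprints fell by 0.21 (adjusted p = 0.188 from limma's test). The TE of Map2k6 (chromosome 11, 110399122 to 110525522) changed by −0.99 (standard error 0.13, adjusted p = 0.0118 from limma's test), with a rise in RNA of 0.88 (adjusted p = 0.0132 from limma's test) and CDS footprints that changed by −0.11 (adjusted p = 0.531 from limma's test). For both genes every knockdown lysate had a lower TE than every control lysate (exact permutation test, p = 0.00216, the smallest possible). Rnaseh1 (chromosome 12, 28649602 to 28659589) had a TE change of −0.33 (standard error 0.10, adjusted p = 0.308 from limma's test) and Jak2 (chromosome 19, 29251828 to 29313080) a change of −0.47 (standard error 0.21, adjusted p = 0.738 from limma's test), so that neither passed the FDR threshold. The unadjusted exact permutation test of the lysates' TE gave p = 0.0130 for Rnaseh1 and p = 0.0758 for Jak2, whose TE in Denr shRNA1 replicate 1 lay far above the other knockdown lysates. With replicate number taken as a block the TE changes were −0.54 for Atf5, −0.34 for Rnaseh1 and −0.45 for Jak2. CDS footprints of Rnaseh1 changed by −0.29 and passed the FDR threshold (adjusted p = 0.0719 from limma's test). Those of Jak2 changed by −0.20 and did not pass it (adjusted p = 0.238 from limma's test).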

In order to investigate whether the TE decrease among DENR-sensitive transcripts was associated with uORF translation, we annotated uORFs transcriptome-wide. Briefly, we included AUG and non-canonical, near-AUG (i.e., CUG, GUG, UUG) initiation codons located in 5′ UTRs, and assessed the active translation of the corresponding ORFs by their footprint coverage, frame preference and triplet codon periodicity (Supplementary Figure S4A). Using this approach, we detected translated uORFs in nearly half of all expressed genes (*N* = 4755 genes, Figure 2B), consistent with previous predictions (8). For the majority of genes, the uORFs were fully contained in the 5′ UTRs (51.8%, *N* = 2464 genes), but genes with uORFs overlapping the CDS (19.5%, *N* = 926 genes), or that had both overlapping and non-overlapping uORFs (28.7%, *N* = 1365 genes) were frequent, too (Supplementary Figure S4B). Notably, DENR targets were highly enriched for genes with translated uORFs (72.7%, *P* = 5.73e-4, Fisher test, Figure 2B) that were non-overlapping uORFs (Supplementary Figure S4B). 

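The uORFs here were predicted from sequence, with AUG start codons only, and their translation was not assessed. Each gene was represented by its protein-coding transcript with the longest CDS in GENCODE vM21 (GRCm38), and a uORF was an AUG in the 5′ UTR with an in-frame stop codon and a length of at least 9 nt. Of the 10205 genes whose transcript has a 5′ UTR, 5084 (49.8%) had such a uORF: 3435 had only uORFs within the 5′ UTR, 777 only uORFs that overlap the CDS, and 872 had both kinds. Among the paper's differential TE genes, 160 of 234 (68.4%) had an AUG uORF, against 4924 of the 9971 other genes (49.4%), an odds ratio of 2.22 (two-sided Fisher's exact test, p = 8.87e-09). A non-overlapping uORF was found in 151 of them (64.5%) and in 41.7% of the other genes (odds ratio 2.55, Fisher's exact test, p = 4.06e-12). An overlapping uORF was found in 39 (16.7%) and in 16.1% of the other genes (odds ratio 1.04, Fisher's exact test, p = 0.788). Among genes with an AUG uORF, 9 of 160 differential TE genes (5.62%) had overlapping uORFs alone, against 15.6% of the other genes (odds ratio 0.323, Fisher's exact test, p = 0.000197). In this family of 5 tests, the Benjamini-Hochberg adjusted p-values were 2.22e-08 for any uORF, 2.00e-11 for non-overlapping uORFs, 0.788 for overlapping uORFs and 0.000329 for overlapping uORFs alone. With genes that have a single protein-coding transcript only, the last odds ratio was 0.359 (Fisher's exact test, p = 0.0902).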

The depletion of overlapping uORFs (Supplementary Figure S4B)—indicating that they are insensitive to DENR regulation—is consistent with the idea that after terminating on an overlapping uORF, a ribosome would presumably not be able to backtrack to reinitiate on an upstream CDS start codon. Moreover, relative 5′ UTR translation in *Denr*-depleted versus. control cells calculated over the full 5′ UTR—as a proxy of uORF translation—was significantly higher for DENR targets than for the global set of uORF-containing genes (Supplementary Figure S4C and D). 

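Of the 240 differential TE genes, 186 had 5′ UTR coverage. In each RPF-seq library the median relative 5′ UTR translation of these genes minus that of the 4989 other covered genes was taken, and this difference was 0.21 higher after knockdown than in controls (exact permutation test, p = 0.00433). With the replicate number as a block it was 0.20 (exact permutation test, p = 0.0185). Leaving out each lysate in turn kept it between 0.19 and 0.23. The differential TE genes were chosen on the CDS footprints that also enter this ratio. With 5′ UTR footprints taken without division, a comparison added after the data had been seen, the difference was 0.050 and within the spread between lysates (exact permutation test, p = 0.162). Divided by 5′ UTR RNA, it had the opposite sign, −0.12 (exact permutation test, p = 0.00433). A choice on decreased TE also favours genes whose RNA rose, which lowers a ratio to RNA. Over the 211 decreased genes the median TE change was −0.39, while the lysate medians of CDS footprints differed by −0.17. The opposite sign therefore does not show that 5′ UTR footprints rose less in these genes. Genes were not restricted to those with a translated uORF, which were not determined here.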

In summary, these observations were fully consistent with an involvement of DENR in reinitiation and in efficient CDS translation of a subset of uORF-containing mRNAs.

We next analysed whether specific functional pathways were over-represented among the 240 differential TE genes. GO term analysis revealed enrichment of categories associated with translation and mRNA stability, as well as cellular functions related to protein phosphorylation and catabolism, kinase binding and cell cycle (Figure 2C and Supplementary Figure S4E), in line with previous observations in *Drosophila* S2 cells (6) and indicating evolutionary conservation of DENR functions.

Among the DENR-regulated transcripts were several relevant to cancer, such as *Klhdc8a, Etaa1, Map2k5, Slc20a1* or *Vegfd* (39–43). 

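Klhdc8a (ENSMUSG00000042115, chromosome 1, 132298626 to 132307357 of GRCm38) had the largest decrease of these 5 genes. Its log2 TE was −3.40 ± 0.44 (SD, n = 6) after knockdown and −2.13 ± 0.12 (SD, n = 5) in controls, a change of −1.27 (standard error 0.19, adjusted p = 0.0155 from limma's test). After blocking by replicate number the change was −1.25 (adjusted p = 0.0319 from limma's test), and it was −0.98 with shRNA1 and −1.56 with shRNA2. Vegfd (chromosome X, 164373378 to 164402650) changed by −0.55 (standard error 0.077, adjusted p = 0.0125 from limma's test). In both genes and in Slc20a1 (chromosome 2, 129198764 to 129211616) every knockdown lysate had a lower TE than every control lysate (exact permutation test, p = 0.00216, the smallest possible), and the TE of Slc20a1 changed by −0.38 (standard error 0.086, adjusted p = 0.136 from limma's test). Map2k5 (chromosome 9, 63163768 to 63377902) changed by −0.41 (standard error 0.087, adjusted p = 0.0944 from limma's test), and in 9 of the 11 fits that each left out a lysate it did not pass the FDR threshold. Its knockdown lysates also lay below all its control lysates in TE (exact permutation test, p = 0.00433). Etaa1 (chromosome 11, 17938756 to 17953875) changed by −0.45 (standard error 0.24, adjusted p = 0.840 from limma's test), within the spread between lysates (exact permutation test of 6 knockdown against 5 control lysates, p = 0.149), and the change was −0.23 with shRNA1 and −0.66 with shRNA2. Under the replicate block the TE changes were −0.57 for Vegfd, −0.39 for Slc20a1, −0.42 for Map2k5 and −0.44 for Etaa1, and Map2k5 did not pass the FDR threshold (adjusted p = 0.115 from limma's test).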

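Footprints on the 5′ UTR and the CDS of Klhdc8a, Etaa1, Map2k5, Slc20a1 and Vegfd were compared between the groups on the log2 scale. On the CDS they changed by −1.36 in Klhdc8a, −0.37 in Etaa1, −0.21 in Map2k5, −0.16 in Slc20a1 and −0.47 in Vegfd, with adjusted p-values from limma's test of 0.0112, 0.0553, 0.183, 0.215 and 0.00139. On the 5′ UTR they rose by 0.61 in Etaa1 (exact permutation test, p = 0.00866), 0.51 in Map2k5 (exact permutation test, p = 0.00866) and 0.36 in Slc20a1 (exact permutation test, p = 0.0152). In Klhdc8a and Vegfd the change on the 5′ UTR, 0.18 and 0.13, was within the spread between lysates (exact permutation tests, p = 0.437 and p = 0.448), and for Klhdc8a it changed sign with shRNA2 alone (−0.012). Relative 5′ UTR translation rose in all 5 genes, by 1.54 in Klhdc8a, 0.98 in Etaa1, 0.72 in Map2k5, 0.52 in Slc20a1 and 0.60 in Vegfd, with p-values from exact permutation tests of 0.00216, 0.00433, 0.00649, 0.00216 and 0.00866. With replicate number taken as a block, relative 5′ UTR translation rose by 0.53 to 1.55 over these genes (exact permutation tests, p from 0.00926 to 0.0278), and each 5′ UTR change kept its side of 0.05. The numbers of 5′ UTR footprints per library were 200 to 383 in Klhdc8a, 34 to 75 in Etaa1, 99 to 296 in Map2k5, 75 to 155 in Slc20a1 and 321 to 1023 in Vegfd. The CDS footprints of Klhdc8a rest on 26 to 214 reads per library.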

Individual inspection confirmed their reduced CDS translation efficiency (Figure 3A), as well as a shift of ribosome occupancy from the CDS to the 5′ UTR in *Denr*-depleted cells (Figure 3B). This signature was characteristic of many differential TE genes (see Supplementary Figure S5A and B), and correlated with the presence of translated uORFs (Supplementary Figure S5C). 

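Among the 211 genes that the paper lists with decreased TE, 174 had 5′ UTR coverage. After knockdown 146 of them (83.9%) had more footprints on the 5′ UTR and fewer on the CDS, against 2335 of the 4989 covered genes outside the list (46.8%). Footprints on the 5′ UTR were higher in 167 and lower in 7 of the 174 genes, and CDS footprints were lower in 153. The medians of their changes were 0.32 on the 5′ UTR, −0.19 on the CDS and 0.51 for relative 5′ UTR translation. On the 5′ UTR the median of the 4989 genes outside the list was nearly the same, 0.30. The larger share of listed genes with both changes thus lay mainly on the CDS side, which their choice on decreased TE favours. Between the lysate medians of CDS footprints of all 211 genes the difference was −0.17 (exact permutation test, p = 0.00216, the smallest possible), as the choice of the genes on decreased TE favours. With replicate number taken as a block, 143 genes had more 5′ UTR and fewer CDS footprints.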

Among the strongly DENR-regulated cases, we also noted *Atf5* (Supplementary File S1), whose translation (similar to that of *Atf4*) is known to respond to cellular stress signals via two uORFs, the first of which is reinitiation-permissive whereas the second overlaps the main CDS (35,44). 

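The transcript of Atf5 has a first predicted AUG uORF of 12 nt (nt 122 to 133), whose stop codon ends 240 nt before the CDS, and a second of 177 nt (nt 253 to 429) that overlaps the CDS in another frame. Over the full 5′ UTR, with 2272 to 3834 footprints per library, Atf5 changed by 0.21 after knockdown (exact permutation test, p = 0.0931), and its relative 5′ UTR translation by 0.42 (exact permutation test, p = 0.0216), or by 0.22 (exact permutation test, p = 0.0926) and 0.41 (exact permutation test, p = 0.0185) under the block. Atf4 (chromosome 15, 80255184 to 80257541 of GRCm38) has 3 predicted AUG uORFs, the last of which (nt 498 to 677) overlaps the CDS. Its log2 TE changed by −0.14 (standard error 0.13, adjusted p = 0.994 from limma's test; −0.11 with the replicate number as a block), and its RNA rose by 0.38 (adjusted p = 0.0266 from limma's test). CDS footprints of Atf4 rose by 0.24 without passing the FDR threshold (adjusted p = 0.215 from limma's test), and by 0.28 under the replicate block, where they passed it (adjusted p = 0.0427 from limma's test). Footprints on its 5′ UTR, 4469 to 9932 per library, rose by 0.51 (exact permutation test, p = 0.0303), and relative 5′ UTR translation by 0.27 (exact permutation test, p = 0.0584). Under the block these changes were 0.59 (exact permutation test, p = 0.00926) and 0.31, which then passed 0.05 (exact permutation test, p = 0.0185). The RPKM of the full 5′ UTR does not separate one uORF from another.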

In *Denr*-depleted cells, translation of the first uORF (on *Atf5* and, to lesser extent, on *Atf4*) remained unchanged compared to control cells, while translation of the second uORF and the CDS were decreased (Supplementary Figure S5D and E). These findings validate that our approach indeed delivered reinitiation-prone transcripts.

**Figure 3.**
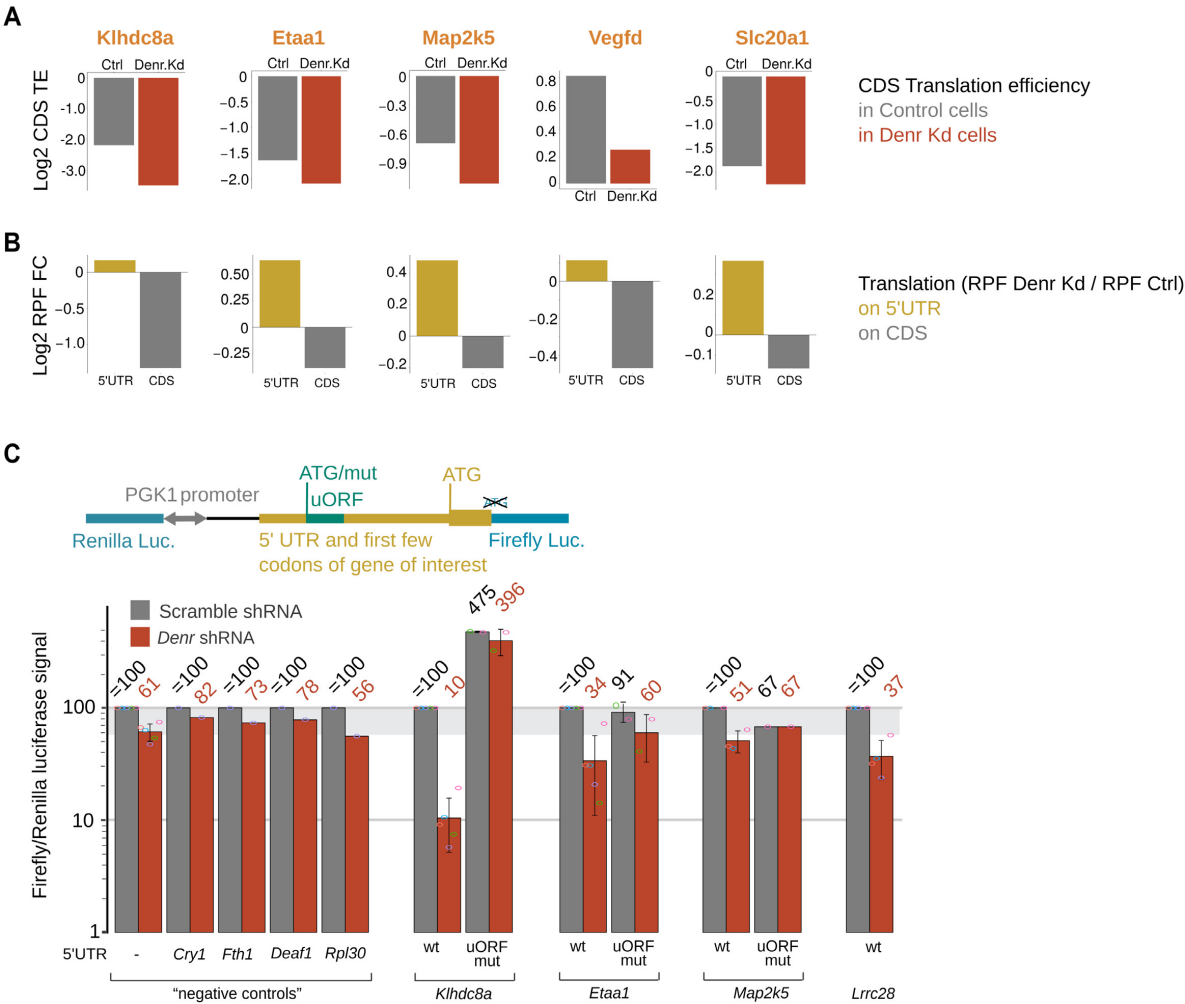
Mutation of uORF start codons relieves DENR dependence. (**A**) Representative examples of genes with differential TE. Panels show average CDS translation efficiency in control (grey) and *Denr* Kd (red) cells. (**B**) *Denr* Kd-to-control translation on the 5′ UTR (brown) and on the CDS (grey) for the same examples as in (A). DENR targets showed decreased CDS TE (A) and increased 5′ UTR translation concomitant with reduced CDS translation in *Denr*-deficient cells. (**C**) (Upper) Schematic representation of the dual luciferase reporter construct, where the 5′ UTR of the gene of interest—with the WT or mutated uORF start—and first few codons of the CDS were cloned upstream of firefly luciferase (FL). (Lower) Results of dual luciferase assays, where the influence of the 5′ UTR (WT and uORF mutant) on the expression of FL was measured in control and *Denr* knockdown cells, and internally normalized to RL (expressed from the same bidirectional promoter). Note that for all targets tested, depletion of *Denr* reduced the FL/RL luciferase signal, indicating DENR-dependence of reporter protein expression. Mutation of uORF start codons relieved the inhibition and partially abolished DENR-dependence. For each 5′ UTR assayed, FL/RL signals were normalized to the Scr-transduced non-mutated construct. The area of grey shading marks the non-specific effect of *Denr* loss-of-function in this assay, as judged from the reduction in signal seen for negative control reporters that contained no cloned 5′ UTR (-) or irrelevant 5′ UTRs selected from non-targets.

In order to confirm the DENR- and uORF-dependence of CDS translation for selected presumed targets, we cloned the 5′ UTR and immediate start codon context of several transcripts of interest in frame and upstream of Firefly luciferase (FL) in a lentiviral vector that also expresses *Renilla* luciferase (RL, for internal normalization) from the same bidirectional promoter (Figure 3C, upper panel). *Denr* depletion led to a 18-44% reduction in FL/RL signals for five different control reporters that contained either no cloned 5′ UTR or 5′ UTRs of genes that were not among the differential TE genes (of these, *Cry1* and *Fth1* harbour translated uORFs as well, whereas *Deaf1* and *Rpl30* do not) (Figure 3C, lower panel). By contrast, we observed a stronger reduction in FL/RL signals—of 49–90%—for four 5′ UTR reporters of presumed DENR target genes (*Etaa1, Klhdc8a, Map2k5* and *Lrrc28*), indicating that DENR was indeed involved in their regulation. Mutating uORF start codons increased reporter signal and abolished most DENR-dependence (Figure 3C, bottom), indicating that uORF translation was necessary for DENR dependance. Furthermore, in line with the view of DENR as a reinitiation factor, rather than a leaky scanning factor, the presence of a functional stop codon was required for DENR regulation (Supplementary Figure S5F). uORF-dependent regulation of *Klhdc8a* translation was particularly striking, with a >4-fold translation upregulation in WT cells with a uORF-less construct (Figure 3C, bottom). We next wished to investigate whether uORF-mediated translational regulation could also be recapitulated *in vivo* and selected *Klhdc8a* for this experiment, as this mRNA contained the strongest, reinitiation-dependent uORF in the cellular assay. We injected mice intravenously with *in vitro*-synthesized mRNAs comprising the *Klhdc8a* 5′ UTR (WT or uORF start codon-mutated) fused to Firefly luciferase CDS and carrying a synthetic polyA tail. We then monitored expression by bioluminescence live imaging in mice. Bioluminescence signal was primarily detected in the livers of the animals, and was 2–4.3 times higher in the uORF-less compared to the WT constructs (Supplementary Figure S6A and B), demonstrating the strong inhibitory activity of the *Klhdc8a* uORF also *in vivo*.

Taken together, we concluded that DENR was involved in the regulation of protein biosynthetic output, and that a set of >200 transcripts containing uORFs was particularly sensitive to loss of this reinitiation factor.

### Linear regression analysis correlates DENR-dependence with uORF strength and with intercistronic distance

uORFs can operate through a bewildering diversity of mechanisms that act on CDS translation (by affecting start site selection/leaky scanning/re-initiation/ribosome shunting), transcript abundance (by eliciting nonsense-mediated mRNA decay) or in some cases through uORF-encoded bioactive peptides (reviewed in (3)). However, rules to predict specific mechanisms from specific uORF features have not yet been established. Our datasets could potentially enable the identification of signatures that render certain uORF-containing transcripts DENR-dependent. Previous studies have suggested that, at least in the context of synthetic reporters in *Drosophila* S2 (6) and human HeLa (7) cells, very short uORFs (coding for 1–2 amino acids) with favourable Kozak contexts were most strongly dependent on DENR for efficient reinitiation at a downstream reporter CDS.

We used multiple regression analysis to determine whether DENR-dependent translation events were associated with specific transcript features. We modelled the CDS TE change observed upon *Denr* knockdown using nine relevant transcript features, namely the number of uORFs, uORF start codon identity (AUG versus near-cognate) and context, the length, GC content and location of the uORF within the 5′ UTR, the presence of overlapping uORFs and CDS start codon context (Figure 4A). The model was applied to all translated uORF-containing genes (*N* = 4741) and yielded several features with significant predictive value for DENR-sensitivity of TE (Figure 4B–J; adjusted *R*^2^ = 0.057, *F*-statistic = 33.21 on 4731 DF, *P* < 2.2e-16). Three of the identified features reflected the expected positive relationship between efficient uORF translation and a greater need for reinitiation to subsequently translate the CDS as well. These features were: the number of uORFs present on a transcript (Figure 4B, *b* = −0.019, *P* < 2e-16), the presence of AUG, rather than non-canonical uORF start codons (Figure 4C, *b* = −0.05, *P* < 1.15e-9), and the strength of Kozak contexts around uORF start codons (Figure 4D, *b* = −0.0026, *P* = 0.013). 

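The model was fitted here to the 5084 genes with a predicted AUG uORF, with 8 features, since all uORFs considered start with AUG. In each lysate the log2 TE was regressed on the features across genes, and each coefficient was compared between the 6 knockdown and the 5 control lysates, so that the lysates and not the genes are the replicates. The coefficient of the number of uORFs on the log2 scale changed by −0.023 after knockdown (exact permutation test, p = 0.0173), with the sign of the difference in 6 of 6 knockdown lysates, and that of the uORF Kozak score changed by −0.0042 (exact permutation test, p = 0.0346), with the sign in 5 of 6. Over the 8 coefficients the Benjamini-Hochberg adjusted p was 0.139 for both, so that neither passed 0.05 after adjustment. With the replicate number as a block the differences were −0.022 for the number of uORFs (exact permutation test, p = 0.0278) and −0.0043 for the Kozak score (exact permutation test, p = 0.0370). In 7 of the 11 fits that each left out a lysate, the difference for the Kozak score did not pass 0.05, while that for the number of uORFs passed it in all. Fitted to CDS footprints in place of TE, the coefficient changed by −0.0087 for the number of uORFs (exact permutation test, p = 0.119) and by 0.0033, of the opposite sign, for the Kozak score (exact permutation test, p = 0.0195; Benjamini-Hochberg adjusted p = 0.156), with the sign in 6 of 6 knockdown lysates. With shRNA1 alone, neither TE coefficient passed its threshold, at −0.015 (exact permutation test, p = 0.161) and −0.0025 (exact permutation test, p = 0.214). Over all 10205 genes with a 5′ UTR, the slope of log2 TE on the log2 number of uORFs plus 1 differed by −0.029 (exact permutation test, p = 0.0671), and by −0.027 with the replicate number as a block (exact permutation test, p = 0.0370). The median TE change was 0.0037 for 5121 genes with 0 AUG uORFs (exact permutation test, p = 0.948), −0.013 for 2488 genes with 1 (exact permutation test, p = 0.0714), −0.040 for 1123 genes with 2 (exact permutation test, p = 0.00433) and −0.061 for 1473 genes with 3 or more (exact permutation test, p = 0.00433). With the block these medians were 0.0022, −0.014, −0.040 and −0.056, with p-values from exact permutation tests of 0.889, 0.0648, 0.00926 and 0.00926. The values are medians over genes of the change, whereas the p-values test the lysate medians, whose difference is another quantity. For 0 AUG uORFs the tested difference without the block is negative, with Denr shRNA1 replicate 1 at −0.13.

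**Figure D2:**
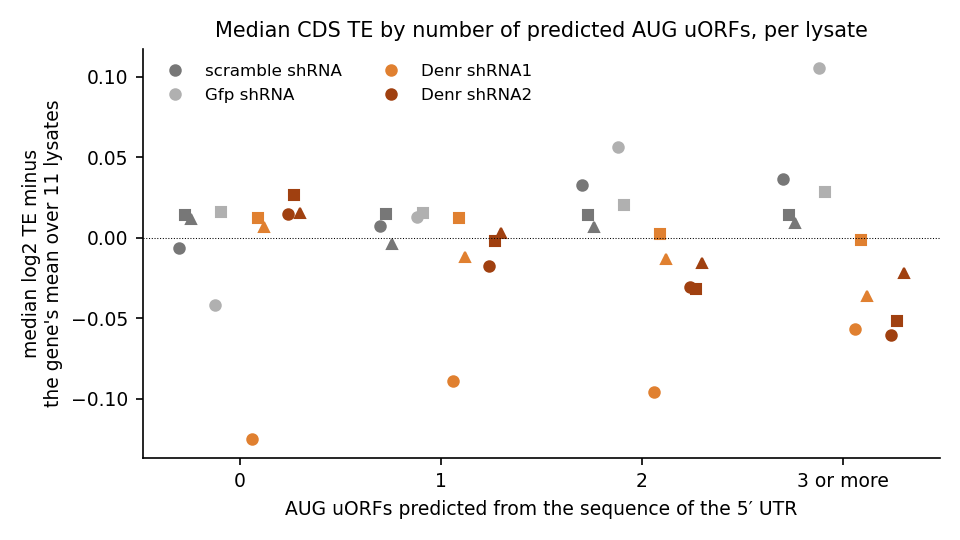
Median log2 CDS TE of the genes with 0, 1, 2 and 3 or more AUG uORFs predicted from sequence, after subtracting each gene's mean over the 11 lysates, where each point is a lysate (circle, square and triangle for replicates 1, 2 and 3). In genes with 3 or more uORFs the 6 knockdown lysates lay between −0.060 and −0.0015 and the 5 control lysates between 0.0092 and 0.11.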

Relatedly, DENR targets were enriched for AUG uORFs as compared to the ensemble of translated uORF-containing transcripts (*P* = 0.0044, Fisher test, Supplementary Figure S7A), and genes harboring exclusively AUG uORFs showed the strongest effect on CDS TE in *Denr*-deficient cells (Supplementary Figure S7B). By contrast, the Kozak context around the CDS start codon bore no predictive value (Figure 4E, *b* = −0.0006, *P* = 0.38), suggesting no DENR involvement in its recognition. Moreover, the presence of CDS-overlapping uORFs was not associated with DENR-dependent TE change (Figure 4F, *b* = 0.005, *P* = 0.44), as expected for a reinitiation factor, given that overlapping uORFs would be reinitiation-incompetent unless the transcripts contained a downstream alternative CDS start codon.

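In the same model of 8 features, the coefficient of the CDS Kozak score differed by 0.0018 between knockdown and control lysates (exact permutation test, p = 0.413; Benjamini-Hochberg adjusted p = 0.738), and by 0.0019 with the replicate number as a block. The coefficient of Denr shRNA1 replicate 1 lay far below those of the other knockdown lysates.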

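For the presence of a CDS-overlapping AUG uORF, the coefficient differed by 0.0088 between the groups (exact permutation test, p = 0.582; Benjamini-Hochberg adjusted p = 0.745). Outside the model, the median log2 TE of 777 genes with overlapping AUG uORFs only, minus that of 5121 genes without an AUG uORF, changed by 0.0081 after knockdown (exact permutation test, p = 0.455), and took the other sign with shRNA2 alone (−0.0021). For 3435 genes with non-overlapping AUG uORFs only, the change against genes without one was −0.049 (exact permutation test, p = 0.0671). The direct difference between genes with non-overlapping uORFs only and genes with overlapping uORFs only was −0.057 (exact permutation test, p = 0.00866). After blocking by replicate number these differences were 0.0097 for overlapping uORFs (exact permutation test, p = 0.417), −0.046 for non-overlapping uORFs (exact permutation test, p = 0.0370) and −0.056 between the kinds (exact permutation test, p = 0.00926, the smallest possible with the block).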

**Figure 4.**
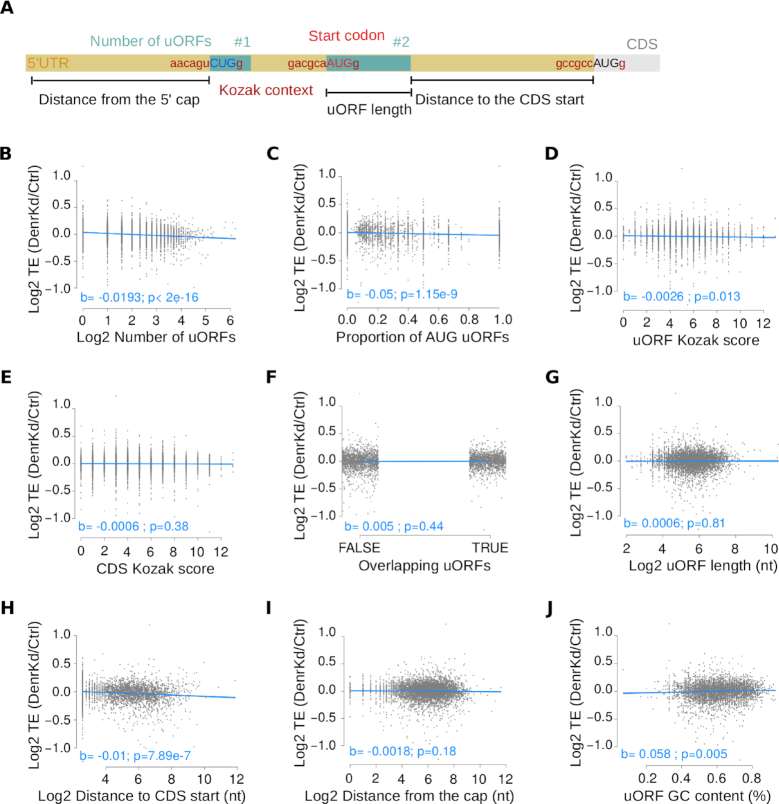
5′ UTR features predictive of translation efficiency regulation by DENR. (**A**) Schematic of the 5′ UTR features used as predictors for the modeling of CDS TE change. The number of uORFs, the start codon identity and context, the presence of overlapping uORFs, the uORF length and GC content and the relative location within the 5′ UTR were considered. Distance to the 5′ cap was computed for the first uORF, and distance to the CDS start was quantified for the last uORF. (**B–J**) Partial regression plots for the modelling of translation efficiency fold change (*Denr K*d versus Ctrl) on each uORF feature. Indicated in blue are the slope coefficients for the partial regression line and their significance levels (*t*-test). The number of uORFs (B), the proportion of AUG uORFs (C) and the distance of the last uORF to the CDS start (H) were the strongest predictors.

Two noteworthy outcomes from the model were that uORF length lacked a relationship (Figure 4G, *b* = 0.0006, *P* = 0.81), whereas the uORF–CDS intercistronic distance had predictive value for DENR-sensitivity of CDS TE (Figure 4H, *b* = −0.0101, *P* = 7.89e-7). 

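With predicted AUG uORFs, the coefficient of log2 uORF length differed by 0.011 between knockdown and control lysates (exact permutation test, p = 0.0541; Benjamini-Hochberg adjusted p = 0.144), and by 0.0099 with the replicate number as a block (exact permutation test, p = 0.0370). That of the log2 distance between the last uORF and the CDS differed by −0.00058 (exact permutation test, p = 0.788, which is also the adjusted p), with the sign of the difference in 4 of 6 knockdown lysates, and by −0.00060 with the block. All genes with an overlapping uORF were given the smallest distance, 777 with this kind only and 872 with both kinds. The distance is thus tied to the term for an overlapping uORF in the same model, which limits what its coefficient shows.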

Briefly, already early studies on a model transcript had suggested that the location of a uORF with respect to the main ORF could dictate the efficiency of reinitiation, as longer spacing would generally allow the reacquisition of initiation factors to the scanning ribosome (45). Our model provides an unbiased and transcriptome-wide validation of this notion for DENR-regulated transcripts, where larger distances from the stop codon of the 3′-most uORF to the start codon of the main ORF were associated with downregulation of TE (Figure 4H); uORFs located further upstream from the CDS were thus more likely to reinitiate in a DENR-dependent fashion. Importantly, this effect of uORF–CDS distance was not caused by longer 5′ UTRs *per se*, given that the distance from the 5′ cap to the first uORF was not associated with DENR regulation (Figure 4I, *b* = −0.0018, *P* = 0.18). 

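The coefficient of the log2 distance from the 5′ end of the annotated transcript to the first predicted AUG uORF differed by −0.0020 between the groups (exact permutation test, p = 0.461; Benjamini-Hochberg adjusted p = 0.738), and by −0.0015 with the replicate number as a block. Its sign changed with scramble shRNA alone as control (0.0018).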

Of note, the uORF–CDS distance was only weakly correlated with 5′ UTR length (Spearman rho = 0.16), whereas the correlation of the 5′ cap-first uORF distance with 5′ UTR length was more prominent (Spearman rho = 0.27, Supplementary Figure S7C and D).

No linear relationship was found between uORF length and CDS TE (Figure 4G, *b* = 0.0006, *P* = 0.81), in agreement with previous results in human cells using synthetic uORFs encoding >2 amino acids (9 nt) (7). Of note, a length dependence for extremely short uORFs of 1–2 amino acids, as reported by Schleich *et al.* (7), would go unnoticed in our analyses, as we excluded them due to the uncertainties associated with their annotation (see ‘Materials and Methods’ section).

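The GC content of the predicted AUG uORFs, as a fraction, had a coefficient that differed by −0.055 between knockdown and control lysates (exact permutation test, p = 0.652; Benjamini-Hochberg adjusted p = 0.745), and by −0.045 with the replicate number as a block. Between lysates of the same group this coefficient had an SD of 0.226 in knockdown (n = 6) and 0.173 in control lysates (n = 5).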

Finally, the uORF GC content showed a significant relationship with TE fold change (Figure 4J, *b* = 0.058, *P* = 0.005), suggesting that potential weaker secondary structures (low GC) favoured reinitiation involving DENR.

For the above model, we used the CDS TE fold change as response, which has the benefit of accounting for DENR regulation in a continuous manner. Of note, however, also a logistic regression model based on a binary response (i.e. DENR target as defined in Figure 2 versus non-target) recapitulated the main findings (Supplementary Figure S7E), further supporting our predictions for the strongest cases of DENR translational control. In summary, although the model explained only a relatively modest proportion of the total variance (see ‘Discussion’ section), our results indicated that DENR was important to enable efficient protein synthesis when the transcripts contained uORFs initiating with AUG in strong Kozak contexts (i.e. uORFs expected to be highly translated), and that the distance between the most downstream uORF and the CDS start was an important parameter for efficient reinitiation.

### DENR-mediated reinitiation regulates CLOCK protein biosynthesis

We recently found that uORF translation was pervasive within circadian core clock transcripts, and that the depletion of *Denr* in NIH3T3 cells engendered robust circadian period shortening by 1–1.5 h (9). We therefore sought to uncover which core clock transcripts were DENR-regulated, and to map the relevant uORFs. Conceivably, these would represent likely contributors to the observed circadian phenotype.

The expression of several core clock genes was altered in *Denr*-depleted versus control cells. 

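In RNA-seq, the log2 fold changes were 0.22 for Per1, 0.35 for Per2, 0.21 for Per3, 0.14 for Cry1, 0.20 for Cry2, −0.37 for Nr1d1 and 0.44 for Rora. Of these, only Nr1d1 (ENSMUSG00000020889, chromosome 11, 98767932 to 98775333 of GRCm38) passed the FDR threshold of 0.1 (standard error 0.089, adjusted p = 0.0556 from limma's test), and in 5 of the 11 fits that each left out a lysate it did not. The adjusted p-values of the other 6 genes lay between 0.301 and 0.672. At the footprint level the log2 fold changes were 0.21 for Per1, 0.24 for Per2, 0.15 for Per3, 0.17 for Cry1, 0.21 for Cry2, −0.42 for Nr1d1 and 0.38 for Rora, each with the sign of the RNA change. Nr1d1 passed the threshold (standard error 0.074, adjusted p = 0.0110 from limma's test), and the adjusted p-values of the other 6 genes from the same test lay between 0.204 and 0.702. Under the replicate block, Nr1d1 changed by −0.35 in RNA and by −0.40 in footprints, and none of the other 6 genes passed the threshold in either assay. The footprint change of Per3 had the other sign with shRNA1 alone (−0.22), and the RNA change of Cry1 with shRNA2 alone (−0.014). Per2 and Rora rest on the fewest reads, 63 to 178 and 70 to 206 CDS footprints per library.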

In most cases (*Per1/2/3, Cry1/2, Nr1d1, Rorα*), the observed changes occurred already at the level of mRNA abundance and subsequently led to comparable changes at the footprint level as well (Figure 5A and Supplementary Figure S8A). None of these transcripts (nor *Bmal1*, whose lower RNA abundance was partially compensated at the footprint level) was associated with marked TE reduction (Figure 5B and Supplementary Figure S8B), and we thus considered them unlikely candidates for DENR targets. 

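The log2 TE changes were −0.012 for Per1, −0.11 for Per2, −0.066 for Per3, 0.028 for Cry1, 0.015 for Cry2, −0.050 for Nr1d1 and −0.068 for Rora, and none passed the FDR threshold. Their adjusted p-values from limma's test rounded to 0.999 for all 7 genes, and exact permutation tests of the lysates' TE gave unadjusted p-values between 0.53 and 0.905. Several of these changes had the other sign under an alternative or with a lysate left out. Bmal1 (Arntl, chromosome 7, 113207465 to 113314126 of GRCm38) changed by −0.31 in RNA (standard error 0.16, adjusted p = 0.373 from limma's test), by −0.11 in footprints (standard error 0.16, adjusted p = 0.730 from limma's test) and by 0.21 in TE (standard error 0.12, adjusted p = 0.867 from limma's test; 0.18 with the replicate number as a block). Nr1d2, which was tested with them, changed by −0.075 in TE (adjusted p = 0.999 from limma's test).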

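Clock (ENSMUSG00000029238) lies on chromosome 5 of GRCm38, from 76209868 to 76304792. In RPF-seq its CDS had 8.62 ± 0.586 RPKM (SD, n = 6) after Denr knockdown and 11.0 ± 1.19 RPKM (SD, n = 5) in controls, a log2 fold change of −0.35 or −21.4% (standard error 0.084, adjusted p = 0.0335 from limma's test). This difference stood out from the differences among lysates, although Gfp shRNA replicate 2 lay below the highest knockdown lysate (exact permutation test, p = 0.00649). With replicate number taken as a block the footprint change was −0.36 (adjusted p = 0.0234 from limma's test). In RNA-seq the CDS had 27.3 ± 5.98 RPKM (SD, n = 6) after knockdown and 30.3 ± 8.33 RPKM (SD, n = 5) in controls, a log2 fold change of −0.14 (standard error 0.21, adjusted p = 0.794 from limma's test; −0.19 with the block). Each library held 208 to 589 footprints and 560 to 1417 RNA-seq reads on this CDS.

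**Figure D3:**
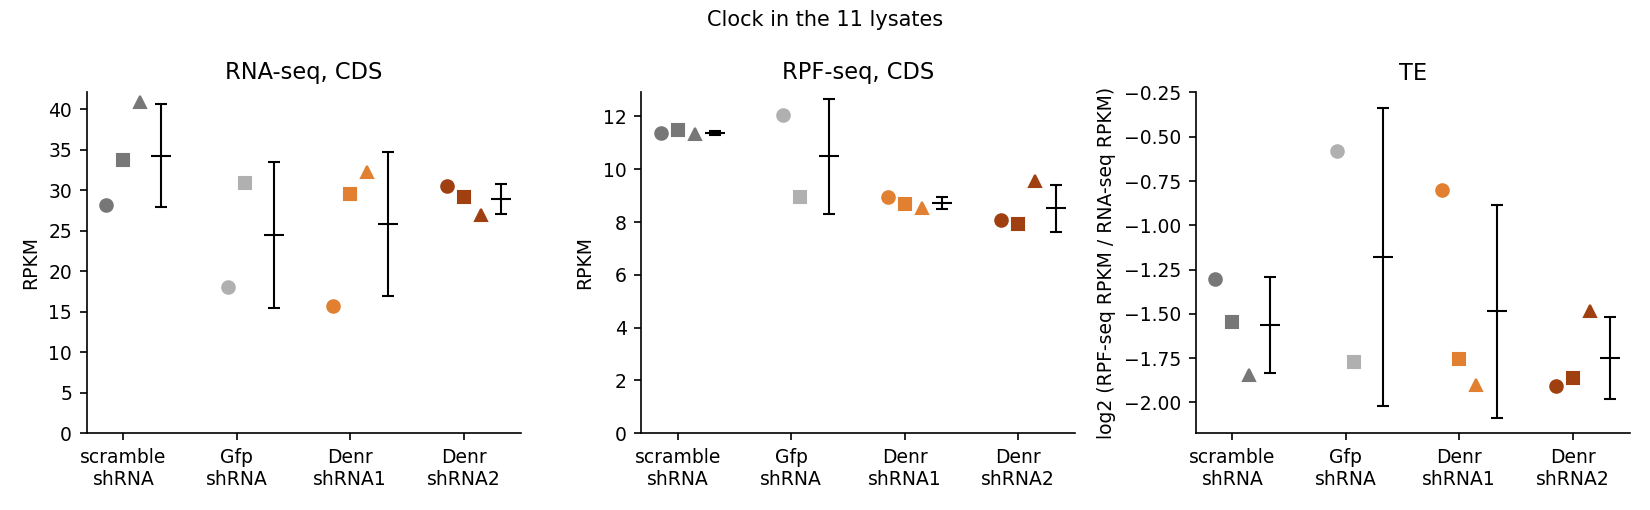
RPKM of the Clock CDS in RNA-seq (left) and RPF-seq (middle), and its log2 TE (right), in the 11 lysates, where each point is a lysate (circle, square and triangle for replicates 1, 2 and 3), and bars give the mean and SD of each shRNA. In RNA-seq, replicate 1 of Denr shRNA1 (15.7 RPKM) and replicate 1 of Gfp shRNA (18.1 RPKM) lay lowest.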

For *Clock*, however, the reduction in expression was mostly translational, resulting in a ∼20% decrease in protein biosynthesis, as quantified from *Clock* RPFs (Figure 5A,B and Supplementary Figure S8A,B). In our initial analysis of differential TE (Figure 2A), *Clock* had, however, not passed the significance threshold (Supplementary File S1). The reason was that the applied algorithm, Xtail, evaluates statistical significance of TE differences through two separate tests—one regarding differences between the RNA and the RPF fold-change distributions, and a second one evaluating differences in TE distributions directly—and then derives the final *P*-value from the most conservative of the two tests (22). While the additional test might prevent false positives, it can discard differential TE genes close to the statistical threshold. Importantly, for one of the tests, the TE fold change for *Clock* was significant (*P* = 0.025 in test 1; *P* = 0.19 for test 2; Supplementary File S1); *Clock* thus may represent a DENR target whose detection is at the borderline of statistical significance.

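In the limma fit, the log2 TE of Clock was −1.62 ± 0.43 (SD, n = 6) after knockdown and −1.41 ± 0.51 (SD, n = 5) in controls. The change of −0.21 (standard error 0.25, adjusted p = 0.999 from limma's test) was smaller than the spread between lysates (exact permutation test, p = 0.478), and was −0.17 with the replicate number as a block (adjusted p = 0.887 from limma's test). Leaving out each lysate in turn gave values between −0.37 and −0.0017, the former without Denr shRNA1 replicate 1 and the latter without Gfp shRNA replicate 1. The change was −0.076 with shRNA1 and −0.34 with shRNA2. From its significance in the first of the tests that Xtail makes, the paper proposes that Clock may be a DENR target at the limit of significance. Its further evidence, from reporters with mutated uORFs and start codons and from CLOCK protein levels, was not analysed here.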

**Figure 5.**
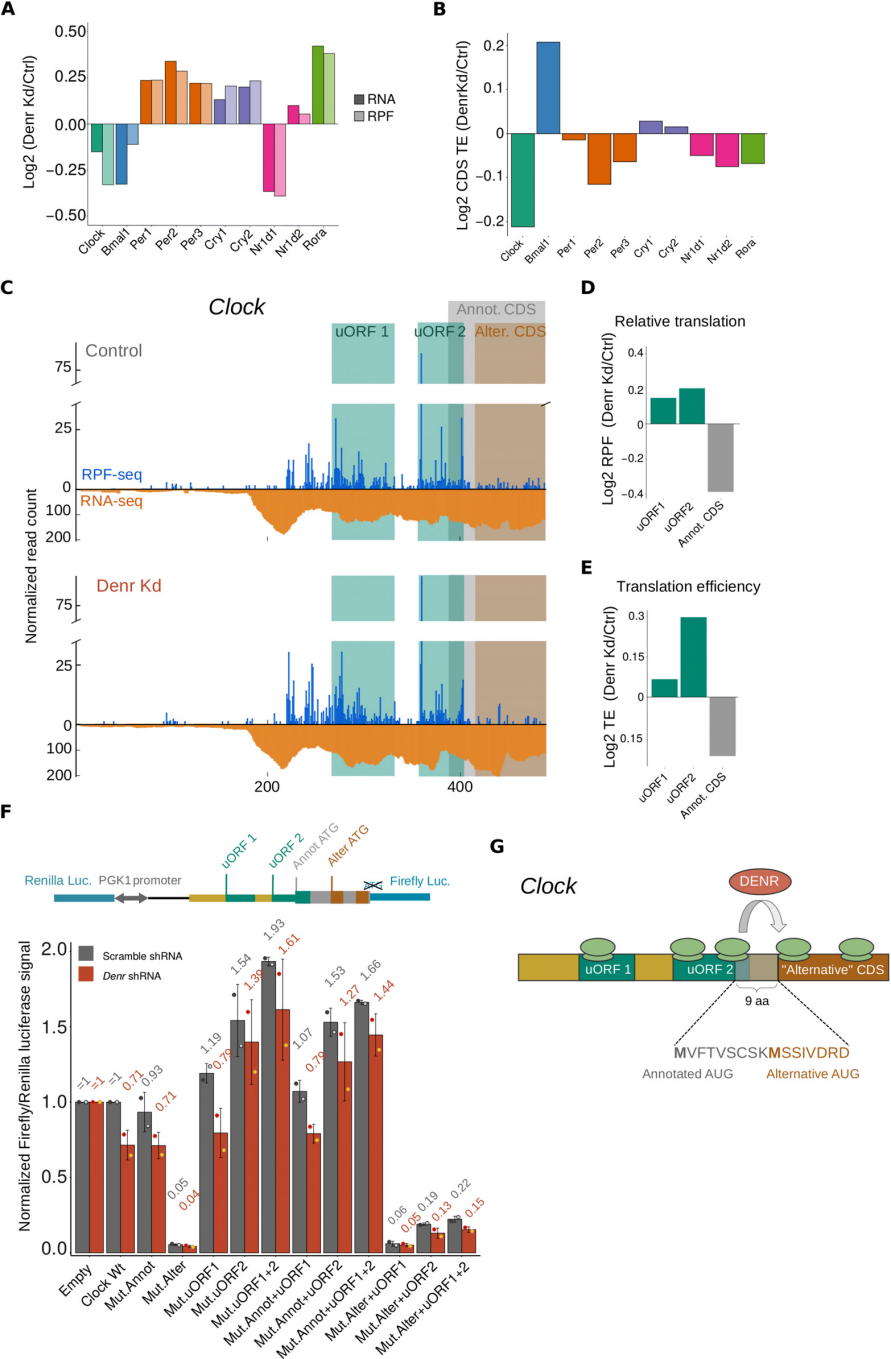
DENR-mediated reinitiation regulates CLOCK protein abundance and N-terminus. (**A**) Bar graph of the average RPKM ratio (*Denr K*d-to-control) for the main circadian core clock genes, at the level of mRNA abundance (dark shadings) and footprint abundance (light shadings). (**B**) CDS translation efficiency ratio between *Denr K*d and control cells showed that *Clock* had a reduced TE upon *Denr* depletion. (**C**) Distribution of normalized RPF-seq (blue) and RNA-seq (orange) reads along the 5′ UTR and first 100 nt of *Clock* CDS, in control (top) and *Denr K*d (bottom) cells. Green shaded areas indicate the two AUG-initiated uORFs; grey area corresponds to the annotated CDS; and brown area to the alternative CDS, in frame with the annotated one. (**D**) Quantification of relative translation ratio (*Denr K*d-to-control) on both uORFs, and on the CDS, showing increased uORF translation and reduced CDS translation in *Denr*-deficient cells. (**E**) Quantification of relative translation efficiency (*Denr* *K*d-to-control) on both uORFs, and on the CDS showed higher TE on the overlapping uORF (uORF2). (**F**) (Top) Schematic representation of the dual luciferase reporter construct, where *Clock* 5′ UTR and first 14 codons of the CDS (containing both the annotated and alternative start codons) were cloned upstream of FL. (Bottom) Dual luciferase assay results for *Clock* WT and mutants. Empty vector contained only the vector-encoded 5′ UTR. FL signal was internally normalized to RL signal; all constructs and conditions were first normalized to the value of condition ‘empty vector, scr shRNA’; all *Clock* mutant constructs were then additionally normalized to the value from condition ‘*Clock* WT, scr shRNA’. Signal from all *Denr* shRNA-transduced *Clock* constructs were also normalized to the signal obtained for ‘empty vector, *Denr*-shRNA’, to remove DENR effects that were not specific to the 5′ UTR. (**G**) Schematic of how uORFs and reinitiation regulate the translation of the transcript encoding the circadian core clock component *Clock. Clock* transcript contains two translated AUG uORFs, the second of which shows high ribosome occupancy and overlaps with the annotated CDS. An additional in-frame AUG is located nine amino acids downstream of the annotated AUG; usage of the downstream AUG would give rise to a so far unannotated CLOCK protein variant. Our data suggest that this second AUG is the true start codon for CLOCK biosynthesis in NIH3T3 cells, and that DENR is necessary for translation reinitiation on the alternative CDS after translation of the second uORF.

We annotated two translated AUG-initiated uORFs in *Clock* (Figure 5C and Supplementary Figure S8C–E). The second uORF overlapped with the main CDS in a different frame—a configuration that would render the two translation events (uORF-2 and annotated CDS) mutually exclusive. However, downstream of the uORF-2 stop codon and 10 amino acids into the annotated *Clock* CDS, we noted an additional AUG in the *Clock* coding frame. 

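In the Clock transcript with the longest CDS in GENCODE vM21 (ENSMUST00000075159), the 5′ UTR has 388 nt. The first AUG uORF spans nt 268 to 333 (66 nt with its stop codon) in exon 3 (chromosome 5, 76273971 to 76274036), and its stop codon ends 55 nt before the CDS. The second spans nt 357 to 404 (48 nt) in exon 4 (76266831 to 76266878), and the reference sequence is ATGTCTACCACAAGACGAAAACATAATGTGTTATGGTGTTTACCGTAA. The annotated start codon is at nt 389 (76266844 to 76266846), within the second uORF and in another frame. The CDS opens with ATGGTGTTTACCGTAAGCTGTAGTAAAATG, whose last 3 bases are the next in-frame AUG, at nt 416 (76266817 to 76266819), 27 nt downstream of the annotated one and past the stop codon of the second uORF. The sequence also holds another AUG uORF, of 30 nt (nt 382 to 411), which overlaps the annotated start codon as well and ends before the next in-frame AUG. Over the full 5′ UTR, with 141 to 203 footprints per library, Clock footprints changed by 0.15 on the log2 scale after Denr knockdown (exact permutation test, p = 0.310), within the spread between lysates. Relative 5′ UTR translation rose by 0.50 (exact permutation test, p = 0.0238; 0.54 and p = 0.0185 with the block), and in 5 of the 11 comparisons that each left out a lysate p was above 0.05. The RPKM of the full 5′ UTR does not separate the uORFs, and reads on the part of the second uORF within the CDS count for the CDS.

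**Figure D4:**
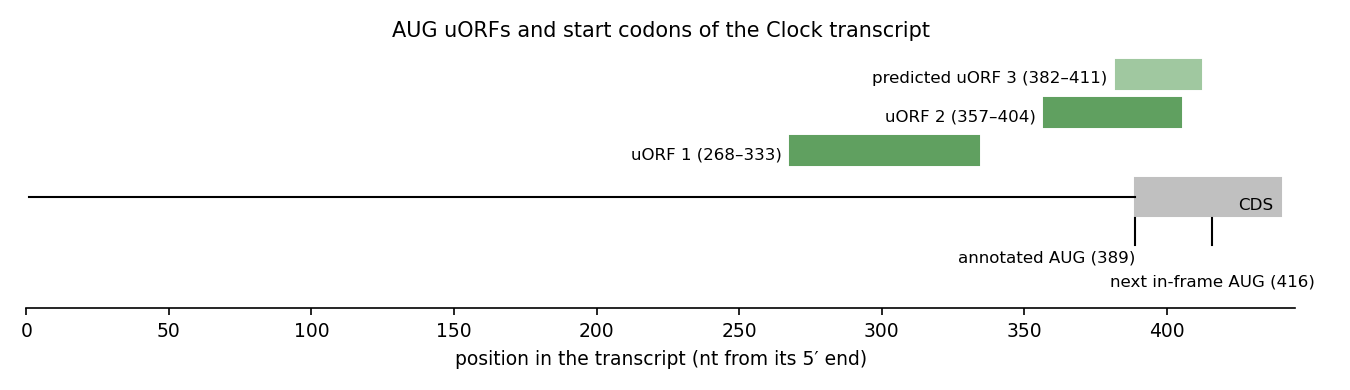
Map of the 5′ end of the Clock transcript in nt from its 5′ end, where dark green bars are the first and second AUG uORFs, the light green bar is another AUG uORF found in the sequence, and the grey bar is the start of the annotated CDS. The second uORF starts at nt 357 and ends at nt 404, with its end between the annotated AUG at nt 389 and the next in-frame AUG at nt 416.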

We thus hypothesized that, when uORF-2 was translated, initiation at this alternative AUG could still allow for the biosynthesis of a CLOCK protein variant that was N-terminally truncated by nine amino acids (Figure 5C). In *Denr*-deficient cells, translation was increased on both uORFs (Figure 5C–D) and, in particular, uORF-2 showed ∼23% higher translation rate upon *Denr* depletion (Figure 5E), suggesting that DENR-mediated reinitiation after uORF-2 was crucial for the translation of the *Clock* CDS.

Using GWIPS-viz, an online genome browser for the visualization of ribosome profiling data from published studies (46), we looked for further evidence of uORF-2 and alternative CDS translation across mammalian datasets (of note, both annotated and alternative methionine residues are conserved across mammals, see Supplementary Figure S9). Interestingly, initiating ribosomes can be detected on both uORF-2 and alternative CDS start codons (but not the annotated *Clock* start codon) across human and mouse datasets, and elongating ribosome profiling studies showed good footprint coverage on uORF-2 and the characteristic accumulation of ribosomes at the start and stop codons (Supplementary Figure S9). Together, the published and our new data thus suggested abundant translation of uORF-2 and of *Clock* CDS from the alternative AUG, indicating that reinitiation has an important role in ensuring CLOCK protein biosynthesis.

In order to investigate uORF usage, effect, and DENR-dependence for CLOCK biosynthesis from the annotated and alternative CDS, we cloned the *Clock* 5′ UTR and first 14 codons (containing both the annotated and alternative AUGs) in frame and upstream of *Firefly* luciferase in our dual luciferase vector (Figure 5F, upper panel). We then systematically mutated the uORF-1, uORF-2 and CDS annotated/alternative start codons, or combinations thereof (Supplementary Figure S8F), and compared the effects on luciferase output in *Denr*-depleted versus control cells. Of note—and in contrast to Figure 3C—we also adjusted for the effect of *Denr* depletion on the control reporter (whose levels were set to 1) to display the isolated effects of the *Clock* variants.

*Denr* depletion resulted in an almost 30% reduction in expression for the *Clock WT* construct (Figure 5F, lower panel), in line with the decrease in relative translation quantified for the endogenous transcript (Figure 5D) and with reduced levels of endogenous CLOCK protein (Supplementary Figure S10). Surprisingly, mutation of the annotated CDS initiation codon did not substantially affect reporter levels and DENR dependence when compared to *Clock WT*. However, mutation of the alternative AUG decreased luciferase signal by ∼95% and abolished DENR dependence (Figure 5F, lower panel), suggesting that most CLOCK biosynthesis in NIH3T3 cells involves the alternative AUG. Mutation of uORF-1 led to a 19% increase in luciferase signal and fully retained DENR dependence. By contrast, uORF-2 mutation led to a ∼50% increase in protein synthesis and eliminated DENR regulation. These findings indicated that uORF-2 translation acts to significantly reduce CLOCK biosynthesis and to render it DENR-dependent. This model was further supported by the combinatorial mutations. Mutation of both uORF-1+2 start codons thus resulted in an additive, >90% increase in protein synthesis, and in a loss of DENR-dependence. In line with minor levels of synthesis of the long CLOCK isoform, mutation of the annotated CDS start codon in combination with uORF mutations led to similar results as mutation of the uORFs alone. Furthermore, mutation of the alternative AUG in combination with uORF mutations led to strongly decreased luciferase signals, consistent with the predominant synthesis of the short CLOCK isoform. In particular, the case where both the alternative CDS and uORF-2 (or uORF-1+2) start codons were mutated—a scenario that would allow unhindered CLOCK synthesis from the annotated AUG—resulted in a >80% reduction in CLOCK protein production (Figure 5F, lower panel). Taken together, we concluded that *Clock* required DENR for efficient protein synthesis from a CDS that is 9 codons shorter than the annotated one, and that uORF-2 plays a key role in coordinating the complex interactions that occur at the translational level on the *Clock* transcript (Figure 5G). Moreover, we propose that the CLOCK N-terminus is likely wrongly annotated not only in NIH3T3 cells, but based on our analysis of published ribosome profiling data, also in other cell types and in tissues (Supplementary Figure S9).

## DISCUSSION

The annotation of translated uORFs has remained a particular challenge, because they are short, frequently initiate from non-AUG codons, and do not obey the same rules of evolutionary conservation as most protein coding sequences (3). This has changed with the availability of ribosome profiling data, which has made it possible to systematically identify translated uORFs from footprints. The resulting burst in interest in uORFs and the rising appreciation of how prevalent their usage is in mammals, is, however, not yet matched by an understanding at the mechanistic level. In this study, we have investigated one particularly intriguing mechanism that is implicated in the regulation through uORFs, namely translation reinitiation. As an entry point, we have used the loss-of-function of DENR, a non-canonical initiation factor recently associated with reinitiation both in *Drosophila* (6) and in HeLa cells (7), with the aim of identifying rules that explain why certain uORFs trigger DENR-dependent reinitiation while others do not. The conclusions we were able to draw from experiments in mouse NIH3T3 fibroblasts showed similarities and striking differences to the previous studies in fly and in human cells (6,7). Differences in experimental and computational approaches are likely to have contributed to the observed discrepancies. Moreover, species-specificity in uORF biology may underlie some of the disparities as well. In this context it is, for example, noteworthy that recent data from yeast suggest that reinitiation occurs as a consequence of a *lack* in DENR/MCTS-1 and EIF2D orthologues (the study uses the double knockouts) (5), whereas studies in metazoans (6,7,47,48) suggest that DENR:MCTS1 promotes reinitiation—a conclusion we would draw from our experiments as well. By contrast, the ribosome accumulation that we observe on 5′ UTRs in *Denr*-deficient cells is fully consistent with the yeast study that highlights the importance of EIF2D/DENR in ribosome recycling (5).

We view our quantitative modelling approach of DENR-dependent changes in CDS TE as particularly unbiased as it relies on translational changes detected on endogenous mRNAs transcriptome-wide. Several features carry predictive value for the magnitude of DENR-mediated CDS TE regulation. Of these, three (number of uORFs, start codon identity, start codon sequence context) likely reflect a straightforward logic between a stronger requirement for reinitiation when the usage of uORFs is efficient. This outcome is expected and fully consistent with human (7) and fly data (6) based on reporter assays. Two other outcomes from the model are noteworthy. First, uORFs located further away from the main ORF are more prone to trigger DENR-dependent reinitiation. Such intercistronic distance effects were reported early on in the uORF field, typically using distinct uORF-containing model transcripts (45,49,50). They had generally been assumed to reflect the kinetics of association and dissociation of initiation and termination factors. Our data validate this idea in a transcriptome-wide fashion and are in line with the hypothesis that longer distances allow for extended re-scanning times, which would be favourable for the loss of termination factors and/or the re-acquisition of the initiation machinery, on time for CDS translation. Second, it is noteworthy that uORF length lacks predictive value in our model. Although it is tempting to speculate that increased uORF length is therefore not linked to impaired reinitiation efficiency (at least for DENR-regulated reinitiation events), it should be kept in mind that the nature of our approach (transcriptome-wide from endogenous transcripts) did not allow to confidently annotate uORFs down to only 1–2 amino acids in length. We may thus be missing DENR effects that have recently been observed in reporters carrying such ultra-short synthetic uORFs (7). We can evidently also not exclude that the time required for uORF translation in determining scanning resumption is relevant nevertheless, as linear length *per se* may simply not be a good proxy for translation time (2,8,51).

Overall, our model explains a relatively modest proportion of the total variance (adjusted *R*^2^ of 0.057). This is reminiscent of analogous models that have been developed to predict, for example, miRNA target sites, whose adjusted *R*^2^s range from 5 to 13%, but that have nevertheless proven biologically useful (52). In our case, the presence of multiple uORFs on a transcript, often overlapping each other, and each with its own, distinct features (start codon, length, distance to the CDS, etc), and the resulting combinatorial effects, clearly complicated their scoring and likely masked some of the origins of translational regulation. We deliberately wished to keep our model simple, aiming at identifying the most significant predictors, but at the expense of overall explanatory power. In the future, the use of other regression types and models that include interaction terms could potentially explain higher biological variability, although at the cost of becoming considerably more difficult to interpret. Overall, our study constitutes a first attempt to analyse signatures associated with reinitiation through DENR. It was already able to recapitulate previous observations (6,7), and as we continue to identify more molecular features that can regulate non-canonical translation initiation and that can be integrated into the model in the future, a larger proportion of biological variance will be explained.

We have identified 240 transcripts as particularly DENR-sensitive. Although we lack formal proof that they are direct DENR targets, the observations that (i) most of them show TE downregulation and few upregulation in the absence of DENR, that (ii) they are depleted for CDS-overlapping and enriched for non-overlapping uORFs, and that (iii) a DENR-dependent inhibitory effect of their 5′ UTRs can be rescued by uORF start codon mutations in reporter assays, all make a direct activity of DENR on these transcripts very likely. Moreover, these observations are all compatible with a role of DENR in reinitiation, but not in leaky scanning (which could have been an alternative interpretation of the redistribution of ribosomes from CDS to 5′ UTRs seen in Figure 1E). In particular, we would not expect CDS-overlapping uORFs to be depleted (Supplementary Figure S4B), if DENR acted to regulate targets via leaky scanning. Moreover, mutating the uORF stop codon should not have had an influence on the DENR-effect in our reporter assays, if the activity of DENR consisted in regulating the efficiency of uORF start codon selection (Supplementary Figure S5F).

Many identified DENR targets are involved in proliferation and associated with cancer. Of note, DENR-MCTS1 have themselves been identified as oncogenes (53) that are upregulated, for example, in prostate cancer (54). Moreover, translational reprogramming, especially with regard to upstream initiation sites, appears to represent an important cancer driver (30), and understanding how the translation of cancer-relevant DENR targets is regulated may thus lead to important insights of diagnostic or therapeutic value. We found, for example, very strong DENR requirement for the translation of Kelch Domain Containing 8A (KLHDC8A). It has been reported that KLHDC8A overexpression in human gliomas that become resistant to epidermal growth factor receptor (EGFR) silencing (a commonly used anticancer therapeutic approach), allows tumours to maintain aggressiveness through an unknown EGFR-independent pathway (39). It is conceivable that upon loss of EGFR sensitivity, KLHDC8A levels increase through DENR-mediated translational control. Similarly, other candidates from our DENR target list (Supplementary File S1) are upregulated in (and possibly causally contributing to) different cancers, such as Vascular endothelial growth factor D (VEGF-D) or Mitogen-Activated Protein Kinase 5 (MAP2K5) (41,43). By understanding how DENR regulates its targets, it may thus be possible to reduce reinitiation activity and thus the oncogenic levels of the modulated proteins in proliferating, but not in quiescent cells.

A comparison of DENR targets found in our and in previous studies returned little overlap. Of the eight targets validated in HeLa cells (7), only one (*Tmem60*) was expressed in NIH3T3 cells. 

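Tmem60 (ENSMUSG00000045435, chromosome 5, 20882191 to 20886870 of GRCm38) had a log2 TE change of −0.15 (standard error 0.11, adjusted p = 0.955 from limma's test), a change of −9.79%, a difference no larger than those between lysates of a group (exact permutation test, p = 0.225). With the replicate number as a block it was −0.14. Its RNA changed by 0.16 (adjusted p = 0.488 from limma's test) and its CDS footprints by 0.015 (adjusted p = 0.920 from limma's test), on 144 to 337 footprints per library.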

*Tmem60* was predicted to undergo a 25% translational downregulation upon *Denr* loss-of-function and indeed showed a decrease in that range in reporter assays in HeLa cells (7), whereas in our system a ∼8% decrease in CDS TE of endogenous *Tmem60* was quantified. Moreover, for the ensemble of 104 predicted targets in human cells (7), >90% were not expressed in NIH3T3 cells or lacked a mouse orthologue; others (e.g. *Lca5, Mllt11* or *Dsel*) were indeed downregulated upon *Denr* knockdown, though to a lesser extent. 

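The log2 TE changed by −0.34 in Lca5 (standard error 0.14, adjusted p = 0.694 from limma's test), by −0.095 in Mllt11 (standard error 0.17, adjusted p = 0.999 from limma's test) and by −0.21 in Dsel (standard error 0.23, adjusted p = 0.994 from limma's test). Exact permutation tests gave p = 0.0606, p = 0.727 and p = 0.444 in the same order, so that lysates of the same group differed as much. After blocking by replicate number they were −0.32, −0.13 and −0.21. In Mllt11 the sign changed with shRNA1 alone (0.037), and its RNA-seq values rest on 25 to 61 reads per library. CDS footprints changed by 0.0094 in Lca5, 0.11 in Mllt11 and −0.26 in Dsel. Those of Dsel passed the FDR threshold under the block (−0.31, adjusted p = 0.0736 from limma's test) and not without it (adjusted p = 0.234). In each of these genes a lysate lay far from the others in TE: Denr shRNA1 replicate 1 for Lca5, scramble shRNA replicate 3 for Mllt11 and Gfp shRNA replicate 1 for Dsel.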

Conceivably, DENR targets are species- and cell type-specific; moreover, it is likely that the differences in the magnitude of translational regulation observed across studies are the result of different experimental and analytical approaches.

How do DENR and circadian rhythms mechanistically connect? The DENR target list did not reveal core clock genes that would explain the circadian clock phenotype, i.e. the previously reported ∼1.5-h period shortening of free-running oscillations (9). Individual inspection of core clock gene transcripts, however, suggested that *Clock* was a DENR target just below the significance threshold. Follow-up experiments confirmed *Clock* regulation through DENR and allowed mapping the responsible uORF. These findings establish uORF translation and re-initiation as a novel, potentially regulated mechanism acting on core clock gene expression, which opens several intriguing questions. First, is it possible that reduced biosynthesis of *Clock* would be responsible for the observed phenotype? Loss-of-function of a general gene expression machinery component typically goes along with sizeable distortions in global RNA and protein profiles, and *Denr* knockdown is no exception in this respect. Any phenotype thus likely represents a composite effect, rather than the result of a single misregulated gene expression event. We therefore do not view reduced CLOCK biosynthesis as a satisfactory hypothesis that alone would be able to explain the substantial period shortening. Nevertheless, it is reassuring that *Clock*^−/ −^ fibroblasts have recently been shown to have shorter periods as well (55), which suggests that downregulation of *Clock* translation upon *Denr* depletion may be a factor contributing to the phenotype.

A second intriguing question relates to the alternative initiation site that would generate an N-terminally truncated variant of CLOCK. We propose that the 9 amino acid shorter CLOCK is the main variant produced in NIH3T3 cells, and likely in other cell types and species as well. What are the functional implications? The bHLH domain responsible for DNA binding of CLOCK starts at amino acid 26, and the very N-terminus has not yet been associated with any function of the protein and is also not included in the crystal structure of the CLOCK-BMAL1 complex (56). However, it is noteworthy that for several myogenic bHLH transcription factors, N-terminal motifs are critical for cooperative DNA binding with cofactors (57). Much of our current knowledge on CLOCK stems from *in vivo* and *in vitro* experiments that have used *Clock* cDNA constructs devoid of the endogenous uORF regulation, and thus defining CLOCK’s N-terminus to the annotated one. It will be exciting to re-evaluate selected DNA-binding and activity assays using both CLOCK isoforms side by side.

Finally, a speculative question to ask is whether DENR-mediated control is a regulated, rather than constitutive step in CLOCK biosynthesis, serving for example to uncouple CLOCK protein abundance from mRNA levels in specific cell types or under certain physiological conditions. Of note, there is precedence from *Neurospora crassa* for uORF translation that mediates temperature-dependent regulation of biosynthesis of the core clock component FRQ (58). In the case of DENR, it is interesting that this protein was originally identified because its expression increased in cultured cells at high density, but not during growth arrest *per se*, which led to its name Density Regulated Protein (59). First links between cell density and circadian rhythmicity have indeed been described in recent years (60,61), and it would be interesting to assess whether CLOCK uORFs and DENR play roles in determining density-dependent differences of clock parameters.

## DATA AVAILABILITY

High-throughput sequencing data was deposited to GEO, under accession number: GSE124793 (SuperSeries composed of ribosome profiling data: GSE116221 and iCLIP data: GSE124790). Code for ribosome profiling pre-processsing, aligning and quantification, and for uORF annotation, is available online at http://doi.org/10.5281/zenodo.521199.

## Supplementary Material

gkz261_Supplemental_Files Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

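Ribosome profiling of NIH3T3 cells was analysed from 11 lysates, 6 from cells with Denr shRNA1 or shRNA2 and 5 from cells with scramble or Gfp shRNA, each with an RPF-seq and an RNA-seq library. The values used are the RPKM of the CDS and of the 5′ UTR per gene and library that the authors deposited. According to the paper, the authors trimmed and size-selected the reads, aligned them in turn to rRNA, tRNA, cDNA and genome (GRCm38), counted them on the regions of expressed isoforms, footprints by their putative A-site, removed genes with few reads and mitochondrial genes, and normalized by the upper quartile with edgeR, RPF-seq and RNA-seq separately. Libraries of replicates were not pooled. The whole reads behind each RPKM value were recovered from the steps between values of a library and a gene, and served for depth and for the filters on reads. As a check on the lengths, the 5′ UTR length behind the RPKM equalled the annotated length in 2061 of 2560 genes with a single protein-coding transcript (80.5%). An RPF-seq library held 10927303 to 21649878 reads on CDS and 5′ UTR, and an RNA-seq library 8514080 to 20109699.

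Knockdown and control lysates were compared on log2(RPKM + 0.1), without a filter on expression beyond that of the authors. TE was the difference of the log2 CDS values of the RPF-seq and RNA-seq libraries of a lysate. For single genes, limma was used (lmFit and eBayes with trend), with Benjamini-Hochberg adjustment and an FDR of 0.1. Xtail, RiboDiff, Riborex and Babel were not run here. Medians over genes, slopes and regression coefficients were computed in each lysate and compared by exact two-sided permutation tests with a threshold of 0.05. Where a median change is given, it is the median over genes of the change, while its p-value tests the lysate medians. Lysates of different shRNAs that carry the same replicate number were taken as possibly handled together, from the numbers alone, and the replicate number was therefore used as a block in an alternative. Genes with 5′ UTR coverage had at least 20 reads on the 5′ UTR in at least 9 of the 11 RPF-seq libraries. uORFs were taken from the sequence of GENCODE vM21: on the transcript with the longest CDS, ties broken by the longest 5′ UTR, each AUG in the 5′ UTR with an in-frame stop codon and at least 9 nt. The annotation of translated uORFs, near-cognate start codons, and positions of footprints within a 5′ UTR were not analysed here, nor were iCLIP, reporter assays and protein measurements.

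Genes were named in the text by a rule: those that the paper names for these data, and for TE, RNA abundance and the contrast of the 2 Denr shRNAs the 3 genes with the largest decrease and the 3 with the largest increase among those past the FDR threshold whose lysates separate completely. Of the genes that the paper names for its reporter assays, Lrrc28 and Fth1 were left out, and Rpl30 and Deaf1 are given only for changes of sign. The tests were also run on simulated data with 200 changed genes of 10516. With 6 against 5 lysates, limma found 7.5%, 71.5% and 92% of TE changes of 0.3, 0.5 and 1 on the log2 scale, and 20.5%, 60.5% and 95.5% of RNA changes of these sizes. A shift of 0.3 set in the medians was found as 0.30 (exact permutation test, p = 0.00216, the smallest possible).

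Alternatives were pseudocounts of 0.01 and 1, a mean CDS RPKM of at least 1, libraries centred on their median, eBayes without trend, an interaction term over the 22 libraries, each Denr shRNA alone, scramble shRNA alone as control, the replicate block, each lysate left out in turn, 5′ UTR RPKM of at least 1 as the coverage filter, 5′ UTR footprints over 5′ UTR RNA, the transcript with the longest 5′ UTR and genes with a single protein-coding transcript only. Correction for GC content and length of the CDS, voom on the recovered reads, and 5′ UTR footprints without division were added after the data had been seen, as were the alternatives for results outside the fixed design. Random draws used the seed 1. Software versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, limma 3.58.1 and data.table 1.17.8.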

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

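Of the tests in this part, those on CDS length and library size for the first 2 libraries, on library size for scramble shRNA replicate 3, on GC content and length for the counts of genes, and on other splits of the lysates for CDS footprints and for the difference between the shRNAs were chosen only after the result was seen.

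A lysate far from the others of its group was found in 19 of 206 groups of lysates, 6 knockdown or 5 control lysates for each of 103 results, by Dixon's test with the 95% critical value. Chance alone gives 10.3 such groups, so that a good part of them need no explanation. Of the 19, 7 fell on replicate 1 of Denr shRNA1, 4 on replicate 3 of scramble shRNA, 3 on replicate 2 and 2 on replicate 1 of Gfp shRNA, and 1 each on replicate 3 of Denr shRNA1 and replicates 1 and 3 of Denr shRNA2. Replicate 1 of Denr shRNA1 lay apart in log2 RNA for Clock at 3.98 (the others 4.75 to 5.02), Nr1d2 at 5.48 (the others 5.95 to 6.13) and Prl2c5 at −1.68 (the others −0.17 to 0.63), in log2 TE for Jak2 at −2.35 (the others −3.59 to −3.14), Rora at 0.46 (the others −0.34 to −0.14) and Lca5 at −0.39 (the others −1.13 to −0.95), and in the regression coefficient of the CDS Kozak score at 0.019 (the others 0.025 to 0.029). Replicate 3 of scramble shRNA lay apart in the median 5′ UTR-to-CDS ratio in RNA-seq at −0.19 (the others −0.0079 to 0.062), in log2 RNA for Mcts1 at 4.05 (the others 2.77 to 3.11), in log2 TE for Mllt11 at 1.45 (the others 0.42 to 0.71) and in CDS footprints for Map2k5 at 3.59 (the others 3.80 to 3.85). Replicate 1 of Gfp shRNA lay apart in log2 TE for Nr1d2 at −0.95 (the others −1.45 to −1.33) and Dsel at −1.18 (the others −2.10 to −1.99). For replicate 2 of Gfp shRNA, log2 RNA of Rora was 3.28 (the others 2.23 to 2.38), CDS footprints of Clock were 3.18 (the others 3.51 to 3.6) and relative 5′ UTR translation of Etaa1 was 2.59 (the others 1.92 to 2.11). The remaining values were CDS footprints of Per2 in replicate 3 of Denr shRNA1 at 1.73 (the others 0.95 to 1.19), CDS footprints of Vegfd in replicate 1 of Denr shRNA2 at 5.46 (the others 5.68 to 5.77), and 5′ UTR footprints of Clock in replicate 3 of Denr shRNA2 at 4.25 (the others 4.59 to 4.78). No lysate was left out of the analysis on these grounds.

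The RNA-seq libraries of Denr shRNA1 replicate 1 and Gfp shRNA replicate 1 deviated from the mean over the 11 lysates, taken gene by gene on the log2 scale, with SDs across genes of 0.356 and 0.234, and apart from scramble shRNA replicate 3, treated below, the SDs of the other 8 RNA-seq libraries were lower. A quadratic in the GC content of the CDS took up 37.4% of the variance of the deviations of the former across genes, and a quadratic in CDS length 13.2%, which leaves both open as part of the cause, while 3′ UTR length took up 7.78%. Library size does not set these libraries apart, since they rank 5 and 6 among the 11 RNA-seq libraries. Without the 100 genes with most reads the SD of the deviations of Denr shRNA1 replicate 1 was again 0.356, but leaving out so few genes scarcely moved the SD of any library, so that this test does not exclude an effect of a few genes with many reads. These genes took 16.9% of the reads in Denr shRNA1 replicate 1 and 16.2% in Gfp shRNA replicate 1, more than in any other RNA-seq library (at most 15.6%). A difference in the cells would also reach the footprints of the same lysate. Across genes, the deviations of the RNA-seq and RPF-seq libraries had a Pearson r of 0.338 for Denr shRNA1 replicate 1 and 0.112 for Gfp shRNA replicate 1, the lowest of the 11 lysates, where genes are not independent replicates. The 8 lysates without such deviations had an r of 0.211 to 0.614. These values go against a difference in the cells for Gfp shRNA replicate 1, and for Denr shRNA1 replicate 1 they do not set a difference in the cells apart from a bias in the RNA-seq library tied to GC content.

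For scramble shRNA replicate 3, GC content of the CDS took up 28.9% of the variance of the RNA-seq deviations, CDS length 1.81% and 3′ UTR length 1.50%. It had the fewest RNA-seq reads of the 11 libraries, but with every RNA-seq library thinned to the same number of reads the SD of its deviations remained 0.301, against a median of 0.208 for the others. The deviations of its RNA-seq and RPF-seq libraries had a Pearson r across genes of 0.603, as a difference in the cells of this culture or its lysate would give, and scramble shRNA replicate 1 had an r of 0.614 without such deviations. The part tied to GC content cannot be told apart from a bias of the library. The design gives no condition that sets this lysate apart, so no biological explanation was tested.

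RNA abundance differed between the 2 Denr shRNAs, a contrast that the paper does not report. With shRNA2 minus shRNA1 tested in limma on 3 against 3 lysates, 93 genes passed the FDR threshold of 0.1, 36 lower and 57 higher with shRNA2 (1151 at an unadjusted p below 0.05). The genes with the largest differences among those with all lysates of an shRNA on the same side were Dpt (−2.22, adjusted p = 0.0118), Ccl8 (−1.71, adjusted p = 0.00930) and Cdh26 (−1.47, adjusted p = 0.0178) among those lower with shRNA2 and S100b (1.98, adjusted p = 0.0625), Slurp1 (1.92, adjusted p = 0.00486) and Klk8 (1.35, adjusted p = 0.0118) among those higher, with adjusted p-values from limma's test. S100b rests on 3 to 45 RNA-seq reads per library. Of the 6 fits that each left out a lysate, S100b lost the FDR threshold in 4, Cdh26 in 2 and Klk8 in 1. Of the 4 splits of the 6 lysates that part all 3 same-numbered pairs, 1, the real one, gave as many as 93 genes. With so few splits this share cannot be small. TE differed for 0 genes (337 at an unadjusted p below 0.05), a count that 4 of these 4 splits reach, and the simulated libraries showed that 3 against 3 lysates find 73.5% of genes with a TE change of 1 and 0% of those with a change of 0.5. Sites for the seed of shRNA1 in 3′ UTRs (TCACGAT, 152 genes) went with lower RNA under shRNA1: their place among all 16379 words of 7 nt was percentile 0.281, and those of shRNA2 (TGCGGAT, 123 genes) had percentile 14.9, with no such shift. A candidate explanation for part of the difference is therefore an effect of shRNA1 on other mRNAs through its seed, beside the different depletion of Denr and differences between the cell lines made with each virus, which this test does not separate. The control shRNAs differed as well, with 10 genes past the FDR threshold in RNA abundance for Gfp minus scramble shRNA. Differences in RNA between these cell lines were thus also found without a Denr shRNA. In the seed test, words were not matched for GC content, and the RNA-seq library of Denr shRNA1 replicate 1 deviates with GC content. The value of the seed of shRNA1 was a mean difference of −0.10 over its genes, far smaller than the changes of the named genes.

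The paper does not report the genes whose RNA abundance changed as a whole. Between 6 knockdown and 5 control lysates, 373 genes passed the FDR threshold in limma, 91 lower and 282 higher after knockdown, and of the 100 splits of the lysates that part 10 same-numbered pairs, 1, the real one, gave as many (the other splits gave at most 36). In CDS footprints, 1053 genes passed, 478 lower and 575 higher, and again 1 of 100 splits, the real one, gave as many (at most 202 in the others). The sizes of the RNA-seq libraries did not differ between the groups (exact permutation test, p = 0.357), nor those of the RPF-seq libraries (exact permutation test, p = 0.407). With GC content and length of the CDS regressed out of each library, an alternative added after seeing the data, 716 genes passed in RNA abundance and 1113 in CDS footprints, so that these biases did not make the counts. Across the 373 genes, the changes with shRNA1 and with shRNA2, each taken against other control lysates, had a mean Pearson r of 0.853 (0.804 to 0.885 over the ways to divide the controls), but the genes had been chosen on both shRNAs together, so that this value cannot exclude a response to a single shRNA. That loss of Denr changes the abundance of many mRNAs is a hypothesis that these tests leave open beside an effect of the shRNAs themselves.

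Among genes that the paper does not discuss, those with the largest TE changes and a complete separation of the groups were Anapc5 (chromosome 5, 122787459 to 122821339 of GRCm38), with −1.38 (standard error 0.13, adjusted p = 0.00120 from limma's test) and a change in CDS footprints of −1.13, and Cdk15 (chromosome 1, 59256906 to 59352993), with −1.08 (adjusted p = 0.0484 from limma's test). Cdk15 rests on 3 to 44 RNA-seq reads and 9 to 28 footprints per library, and its RNA rose by 1.1 while its footprints changed by 0.018. Both are in the paper's list of 240 differential TE genes. In RNA abundance, the genes chosen by the same rule were, besides Denr, Prl2c3 at −1.45 (adjusted p = 0.00454 from limma's test) and Prl2c5 at −1.39 (adjusted p = 0.0628 from limma's test) among the lower, and Slc40a1 at 1.46 (adjusted p = 0.00327 from limma's test), Mgp at 1.28 (adjusted p = 0.000549 from limma's test) and Olfm1 at 1.26 (adjusted p = 0.00791 from limma's test) among the higher. Prl2c3 and Prl2c5 are paralogs: 31.6% of the words of 30 nt in the Prl2c5 CDS also occur in the Prl2c3 CDS. Prl2c3 had a mean of 18.6 RPKM in RNA-seq in controls and 6.64 RPKM after knockdown. Prl2c5 had 2.33 RPKM in controls, which argues against its reads as the source of the fall in Prl2c3. Whether Prl2c5 fell as well is uncertain, since reads of Prl2c3 may count for it. Apart from the counts of splits above, no explanation was tested for the other genes.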

How the results depend on the processing

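Each result was recomputed with 1 choice changed at a time. For the results of the fixed design and the TE of single genes, the alternatives were set before the data were examined. For the others they were applied after the data had been seen. These are the number of genes with changed CDS footprints, CDS footprints of covered against remaining genes, 5′ UTR footprints of the covered genes, the groups of genes by kind and by number of uORFs, the odds ratios, the regression coefficients, the decreased genes with more 5′ UTR and fewer CDS footprints, and the RNA, footprints and relative 5′ UTR translation of single genes. For each change of threshold or sign given here the cause was not tested. The p-values of this part are from exact permutation tests, and those of the odds ratios from Fisher's exact test, without adjustment. Under all alternatives run for them, and in each fit that left out a lysate, the following kept their direction and their side of the threshold: Denr RNA (−3.34 to −2.16), the difference in CDS footprints between covered and remaining genes (−0.063 to −0.046), the number of decreased genes with more 5′ UTR and fewer CDS footprints (125 to 156), the TE of Clock (−0.37 to −0.0017, without passing the FDR threshold), and the enrichment of AUG uORFs among the paper's differential TE genes. TE differed between the shRNAs for 0 genes under all alternatives (337 at an unadjusted p below 0.05 in the comparison as reported), and the coefficient of the CDS Kozak score never passed its threshold. For 88 results on single genes, 1710 of 1857 recomputed values kept direction and side, 87 lost their threshold, 20 gained it and 40 changed sign.

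With Denr shRNA1 alone against all controls, 1 gene had a changed TE, 1 with decreased TE and 1 of the paper's 240, and 159 genes changed in RNA abundance. 5′ UTR footprints changed by 0.35 (exact p = 0.0536), the TE difference between genes with non-overlapping and overlapping uORFs by −0.043 (exact p = 0.143), and the coefficients by −0.015 (exact p = 0.161) for the number of uORFs and −0.0025 (exact p = 0.214) for the uORF Kozak score. Changes of sign with shRNA1 were the median TE change of genes without an AUG uORF (−0.014, exact p = 0.536), the TE of Rora (0.092), Rpl30 (0.035) and Mllt11 (0.037) and the CDS footprints of Per3 (−0.22) and Nr1d2 (−0.0029). With Denr shRNA2 alone, 3 genes had increased TE, relative 5′ UTR translation changed by 0.29 (exact p = 0.0714), 5′ UTR footprints by 0.27 (exact p = 0.0893), the slope on the number of uORFs by −0.042 (exact p = 0.0357), the coefficient of uORF length by 0.018 (exact p = 0.0179), and the difference between genes with overlapping uORFs and none by −0.0021 (exact p = 0.821), of the opposite sign. The sign also changed for the TE of Per1 (0.0024), Per3 (0.12) and Deaf1 (0.0019), the RNA of Eif2d (0.064) and Cry1 (−0.014) and the 5′ UTR footprints of Klhdc8a (−0.012). With 3 against 5 lysates, fewer splits exist and the smallest possible p is larger than with all lysates.

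With scramble shRNA alone as control, 10 genes had a changed TE (9 decreased and 1 increased), 10 of them among the paper's 240, against 940 genes in RNA abundance and 2651 in CDS footprints. CDS footprints of the covered genes changed by −0.021 (exact p = 0.0476), the difference between genes with non-overlapping and overlapping uORFs was −0.047 (exact p = 0.0595), and the coefficients were −0.016 (exact p = 0.0952) for the number of uORFs, −0.0038 (exact p = 0.131) for the Kozak score and 0.0018 (exact p = 0.381), with the sign changed, for the cap distance. The median TE change of genes without an AUG uORF had the opposite sign (−0.0010, exact p = 0.917). TE changed sign for Per1 (0.022) and Rora (0.045), RNA for Eif2d (0.00049), and 5′ UTR footprints for Klhdc8a (−0.043).

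With the replicate number as a block, 1003 genes changed in RNA abundance, 1940 in CDS footprints and 289 in RNA abundance between the shRNAs. The threshold was passed by the slope on the number of uORFs at −0.027 (exact p = 0.0370), the difference between genes with non-overlapping uORFs and none at −0.046 (exact p = 0.0370) and the coefficient of uORF length at 0.0099 (exact p = 0.0370), and the sign changed for the TE of Per1 (0.0014) and the RNA of Eif2d (0.0069). Centring each library on its median brought CDS footprints of covered genes to −0.022 (exact p = 0.00216, the smallest possible) and the TE of Per1 to 0.0077 and the median TE change of genes with 1 AUG uORF to 0.0061 (exact p = 0.768), both of the opposite sign. A pseudocount of 1 gave 1 gene with increased TE, a coefficient of uORF length of 0.0098 (exact p = 0.0433) and a TE change of Per1 of 0.0040, and a mean CDS RPKM of at least 1 a coefficient of uORF length of 0.011 (exact p = 0.0368). Dividing 5′ UTR footprints by 5′ UTR RNA turned the difference in relative 5′ UTR translation between the paper's differential TE genes and other covered genes to −0.12 (exact p = 0.00433). The choice of these genes, mostly on decreased TE, favours a rise in RNA and with it this sign. With the transcript that has the longest 5′ UTR, the odds ratio of overlapping uORFs was 0.911 (Fisher's exact test, p = 0.636), below 1. With genes that have a single protein-coding transcript only, it was 0.786 (Fisher's exact test, p = 0.693), that of overlapping uORFs alone 0.359 (Fisher's exact test, p = 0.0902), the TE difference between non-overlapping uORFs and none −0.056 (exact p = 0.0281), the median TE change 4.35e-05 (exact p = 0.688), with the sign changed, for genes with 1 AUG uORF and −0.019 (exact p = 0.145) for genes with 2, and the coefficients −0.0024 (exact p = 0.485) for the uORF Kozak score and 1.74e-05 (exact p = 0.996), with the sign changed, for the distance between uORF and CDS.

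The alternatives voom, correction for GC content and length, and 5′ UTR footprints without division were chosen after seeing the data. With the last of these, the difference between the paper's differential TE genes and other covered genes was 0.050 (exact p = 0.162). With limma's voom on the recovered reads, 30 genes had a changed TE, all 30 decreased and all 30 among the paper's 240. With GC content and length of the CDS regressed out of each library, 76 genes had a changed TE, 6 of them increased, 716 genes changed in RNA abundance, and the TE changes of Per1 (0.083), Per3 (0.017) and Nr1d1 (0.0015) had the opposite sign.

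Leaving out each lysate in turn gave 14 to 72 genes with changed TE (14 to 66 decreased and 0 to 6 increased, 14 to 67 of the paper's 240), 139 to 734 with changed RNA abundance, 484 to 1946 with changed CDS footprints and, over 6 fits, 3 to 698 with RNA abundance that differed between the shRNAs. The median change of CDS footprints lay at 0.0016 to 0.015 for all and −0.027 to −0.012 for covered genes, with p below 0.05 in 1 and 2 of the 11 fits though not with all lysates, that of relative 5′ UTR translation at 0.26 to 0.38 and that of the RNA-seq ratio at −0.015 to 0.054. Ranges were −0.036 to −0.018 for the slope on the number of uORFs, −0.062 to −0.028 for genes with non-overlapping uORFs against none, 0.00092 to 0.016 for overlapping against none and −0.066 to −0.042 for non-overlapping against overlapping uORFs. For genes with 0, 1, 2 and 3 or more AUG uORFs the median TE change lay at −0.0022 to 0.020, −0.019 to −0.0083, −0.049 to −0.032 and −0.070 to −0.044. The slope, the difference between non-overlapping uORFs and none and the median of genes with 1 AUG uORF each passed 0.05 in 1 fit and the coefficient of uORF length in 3, while that of the uORF Kozak score lost it in 7. For the coefficients the ranges were −0.027 to −0.019 (number), −0.0052 to −0.0033 (uORF Kozak score), 0.00097 to 0.0032 (CDS Kozak score), −0.0030 to 0.016 (overlap), 0.0088 to 0.014 (uORF length), −0.0020 to 0.00017 (distance to the CDS), −0.0032 to 2.98e-05 (cap distance) and −0.12 to 0.011 (GC content). Single genes that changed sign ranged at −0.045 to 0.036 (Per1), −0.015 to 0.076 (Cry1), −0.051 to 0.067 (Cry2), −0.15 to 0.015 (Nr1d2), −0.19 to 0.090 (Rora) and −0.18 to 0.084 (Mllt11) in TE, at −0.035 to 0.035 (Eif2d) and −0.31 to 0.014 (Clock) in RNA, and at −0.20 to 0.018 (Arntl) and −0.034 to 0.087 (Nr1d2) in CDS footprints. The spread between lysates limits what the counts can show: on simulated libraries the TE test found 7.5% of changes of 0.3 with 6 against 5 lysates and 0% of changes of 0.5 with 3 against 3.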

Differences from the paper's values

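For the number of genes with changed TE, the paper gives 240 with Xtail, 78 with RiboDiff, 41 with Riborex and 30 with Babel, and limma on log2 TE gave 50, within 1.5 times of the paper's number from Riborex alone. None of the alternatives set before the data were examined comes within 1.5 times of the paper's 240 from Xtail: their counts ranged from 1 to 72. The difference from the paper's 78 from RiboDiff fell within 1.5 times with a pseudocount of 1 (52 genes), a mean CDS RPKM of at least 1 (52), limma's empirical Bayes step without trend (59), the replicate block (58), and without Denr shRNA1 replicate 1 (72) or replicate 2 (55). It did not with a pseudocount of 0.01 (49), centred libraries (37), an interaction term over the 22 libraries (39), shRNA1 alone (1), shRNA2 alone (43), scramble shRNA alone as control (10) or without any of the 9 other lysates in turn (14 to 31). The paper's 30 from Babel came within 1.5 times of the count with centred libraries, the interaction term, shRNA2 alone, and without Denr shRNA1 replicate 3 (30), Denr shRNA2 replicate 1 (24) or 2 (20), Gfp shRNA replicate 1 (31) or scramble shRNA replicate 3 (31), and not of the count under the other alternatives. Of the alternatives chosen after seeing the values, correction for GC content and length gave 76 genes, near the paper's 78, and voom gave 30, the paper's number from Babel.

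In the paper's supplementary table, 211 of the genes from Xtail have decreased and 29 have increased TE. Here 50 had decreased TE and 0 increased TE (155 at an unadjusted p below 0.05). None of the alternatives set before the data were examined closed either gap, with 1 to 66 decreased and 0 to 6 increased genes over them.

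The paper states an R2 above 0.97 between replicates, and the lowest value here was 0.956, for replicates 1 and 3 of Denr shRNA1 in RNA-seq. The paper reports that a longer distance between uORF and CDS goes with a stronger decrease of TE, from a model of translated uORFs. With predicted AUG uORFs the coefficient of the distance was −0.00058 (exact permutation test, p = 0.788). Here all genes with an overlapping uORF were given the smallest distance, which limits the comparison. It also reports a positive relation of uORF GC content with the TE change, and the coefficient here was −0.055 (exact permutation test, p = 0.652), of the opposite sign and smaller than the differences between lysates. Etaa1, Slc20a1, Rnaseh1 and Jak2 are among the paper's differential TE genes, and limma's test gave adjusted p-values of 0.840, 0.136, 0.308 and 0.738 with TE changes of −0.45, −0.38, −0.33 and −0.47.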

Other observations

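Of the tests in this part, those of the 5′ UTR ratio in RNA-seq and of the depletion of Denr by the shRNAs were chosen only after the result was seen.

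The 50 genes with changed TE were set against other splits of the lysates. Of 100 splits that part 10 same-numbered pairs, 1, the real one, gave as many genes with changed TE and as many with decreased TE. Counts of this size are thus not what chance gives. Again only the real split gave as many of the paper's 240 genes in their listed direction. That list was made from these libraries with the real labels, so that this result was favoured beforehand. All 100 splits gave at least as many genes with increased TE as the real one, which gave 0 (155 at an unadjusted p below 0.05).

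Technical explanations of the increase in relative 5′ UTR translation were tested. With every RPF-seq library thinned to 10927303 reads the median change was 0.33, and among 2401 genes with a mean of at least 100 reads on the 5′ UTR it was 0.32, so that depth and few reads do not account for it. 5′ UTR footprints alone rose by 0.30, so that a fall on the CDS alone does not account for it either, and the RNA-seq ratio changed by 0.033. If translation of AUG uORFs were the source, genes with a predicted AUG uORF should change more than genes without, but they changed less, by −0.13 (exact permutation test, p = 0.0216). The increase may therefore also concern initiation at other codons or footprints outside uORFs, a hypothesis that these values do not test, and a batch of libraries with different footprint recovery near the CDS start was not excluded.

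Across genes, TE change and RNA change ran in opposite directions (Pearson r −0.301, where genes are not independent replicates). With the changes taken from different lysates, the mean r over 200 divisions was 0.0460 (−0.185 to 0.482), so that the negative relation did not recur on average. Noise of the RNA-seq libraries shared by the 2 measures would give this. The divisions use fewer lysates and vary widely, so that they do not establish noise as the source. A rise in RNA with a fall in TE in a single gene, such as Cdk15, may partly come from shared noise. In Map2k6 the lowest RNA value of the knockdown lysates, 21.9 RPKM, lay above the highest of the control lysates, 18.5 RPKM.

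Lower RNA abundance of genes that Atf4 activates was tested on a list of 34 genes written before the test. The list was written from general knowledge and was not checked against the literature, and 32 of its genes were measured. Their median RNA change was −0.069, with 23 of them lower after knockdown. It lay at percentile 0.530 of 10000 random lists of genes with matched expression, but the medians of the lysates did not differ between the groups (exact permutation test, p = 0.851), so that lower output of Atf4 was not shown. A lower output of Atf4 had no basis in its own values either: its TE change of −0.14 did not pass the FDR threshold (adjusted p = 0.994 from limma's test), and its RNA rose by 0.38 and its CDS footprints by 0.24. The list therefore bears on no fall of Atf4 measured here. Nor did the median RNA of the listed genes rise beside the rise in Atf4 RNA.

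More genes passed the FDR threshold in CDS footprints than in TE. A larger spread between lysates in TE was tested as the reason: the median residual SD was 0.144 for CDS footprints and 0.181 for TE (0.170 for RNA), a difference smaller than set beforehand, so that spread alone was not shown to be the reason. CDS footprints of the 211 genes that the paper lists with decreased TE were lower with shRNA2 than with shRNA1 by a median difference of −0.059 (exact permutation test, p = 0.1, the smallest possible with 3 against 3 lysates), in the order of the depletion of Denr, and a dependence on the dose of Denr cannot be told apart from other differences between the shRNAs.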
